# *ARABIDOPSIS THALIANA HOMEOBOX GENE 1* controls plant architecture by locally restricting environmental responses

**DOI:** 10.1073/pnas.2018615118

**Published:** 2021-04-22

**Authors:** Mahwish Ejaz, Stefano Bencivenga, Rafael Tavares, Max Bush, Robert Sablowski

**Keywords:** plant development, plant architecture, stem growth, *Arabidopsis*

## Abstract

The diversity and environmental plasticity of plant growth results from variations of repetitive modules, such as the basic shoot units made of a leaf, axillary bud, and internode. Internode elongation is regulated both developmentally and in response to environmental conditions, such as light quality, but the integration of internal and environmental signals is poorly understood. Here, we show that the compressed rosette growth habit of *Arabidopsis* is maintained by the convergent activities of the organ boundary gene *ARABIDOPSIS THALIANA HOMEOBOX GENE 1* (*ATH1*) and of the gibberellin-signaling *DELLA* genes. Combined loss of *ATH1* and *DELLA* function activated stem development during the vegetative phase and changed the growth habit from rosette to caulescent. Chromatin immunoprecipitation high-throughput sequencing and genetic analysis indicated that *ATH1* and the *DELLA* gene *REPRESSOR OF GA1-3* (*RGA*) converge on the regulation of light responses, including the *PHYTOCHROME INTERACTING FACTORS* (*PIF*) pathway, and showed that the *ATH1* input is mediated in part by direct activation of *BLADE ON PETIOLE* (*BOP1* and *BOP2*) genes, whose products destabilize PIF proteins. We conclude that an organ-patterning gene converges with hormone signaling to spatially restrict environmental responses and establish a widespread type of plant architecture.

## Significance

A major issue in plant biology is how plants are shaped by the interaction between internal genetic programs—for example, those that form boundaries between leaves and the stem—and environmental signals such as light quality, which induces stem elongation in shade conditions. In many plant species, stem growth is suppressed during the vegetative phase, resulting in a compact whorl of leaves called a rosette. We show that the rosette habit of *Arabidopsis* is conferred by a gene involved in organ boundary formation, together with gibberellin hormone signaling, both of which antagonize genes that mediate organ growth in response to light. In this way, a common type of plant architecture results from localized inhibition of environmentally responsive growth.

The modular development of plants is particularly visible in the shoot, which is composed of repeated units (phytomers) comprising a leaf, an internode, and an axillary meristem nestled between them (1, 2). Much of the diversity in plant form and the plasticity of plant growth in different environments can be explained by variations in the development of these repetitive modules, such as the extent of internode elongation or whether axillary meristems remain dormant or initiate new branches. Revealing the genetic basis for these variations is also key to understanding the domestication of crop plants and to further improve crop productivity.

A striking example of adaptive variation in shoot architecture is the rosette habit, in which very short internodes result in a compact whorl of leaves close to the ground. This architecture is believed to be an adaptation to grazing, drought, and cold environments (3, 4). During the reproductive phase, rosette plants often produce a long inflorescence stem, which is likely an adaptation to facilitate seed dispersal. A prominent instance of plant with a rosette habit is the model species, *Arabidopsis thaliana*. Despite extensive genetic and developmental studies, the genetic basis for this central aspect of the growth habit remains virtually unknown. An important clue is that vegetative internode elongation can be induced by interfering with phytochrome signaling, as seen in *phyA phyB* double mutants (5), *phyB phyD phyE* triple mutants (6), or *phyB bop2* double mutants (7). However, phytochromes control numerous processes throughout the shoot and, consequently, all of these mutant combinations have pleiotropic effects on plant growth.

A well-studied case of plasticity in shoot architecture is the shade avoidance response (SAR), which is triggered by an increase in far-red (FR) light reflected by neighboring plants. The increase in FR light initiates a coordinated developmental response that inhibits branching and prioritizes elongation of the main shoot axis during competition for sunlight (8). Although this response is coordinated across multiple shoot organs, it is spatially restricted. For example, during the vegetative phase of *Arabidopsis*, the SAR affects elongation of the hypocotyl and petiole and cell proliferation in developing leaves, but does not overcome the inhibition of internode elongation that maintains the rosette habit, in contrast to the strong internode elongation that was originally used to define the SAR in caulescent plants (8, 9).

In *Arabidopsis*, phytochrome B (phyB) is the main photoreceptor that initiates the SAR. In normal light conditions, phyB phosphorylates a class of helix–loop–helix transcription factors, the PHYTOCHROME INTERACTING FACTORS (PIFs), leading to their inactivation or degradation (10). Exposure to FR light inactivates phyB and stabilizes PIFs, which in turn promote gene expression required for organ elongation (11). PIFs are also regulated by hormone signals; for example, they are inhibited by DELLA proteins, which play a central role in gibberellin (GA) signaling. In this way, PIFs function as a hub to integrate environmental and hormonal signals in the regulation of plant growth (12, 13).

We hypothesized that to control internode elongation and maintain the rosette habit, a widely used and environmentally dependent mechanism, such as phytochrome signaling, would need to be modulated locally. A good candidate to provide local control of internode growth is the BELL-type homeodomain gene *ARABIDOPSIS THALIANA HOMEOBOX GENE 1* (*ATH1*). During the vegetative phase, *ATH1* is expressed throughout the shoot meristem, subapical region, and at the base of leaf primordia, but is repressed in the shoot apex during the transition to flowering, when growth of the inflorescence stem is activated (14, 15). Subsequently, *ATH1* is expressed at the basal boundaries of cauline leaves and floral organs, where it is required for correct differentiation of boundary tissues (14). When expressed from a constitutive promoter, ATH1 strongly inhibits growth of the inflorescence stem, suggesting that the expression of ATH1 across the vegetative shoot apex could have a role in repressing stem growth before flowering (14, 16). However, the loss-of-function *ath1-3* mutant has only a subtle effect on vegetative internode growth, which is enhanced in low-light conditions, suggesting that *ATH1* could interact with a light-activated pathway to repress vegetative stem development (14). Here, we investigated how *ATH1* interacts locally with environmental signals to promote the rosette growth habit.

## Results

To test whether *ATH1* spatially restricts growth responses controlled by light signaling, we compared the loss-of-function *ath1-3* mutant with the corresponding wild type (Col-0), grown with or without end-of-day FR light treatment (EOD-FR), which induces the SAR (5). In short days without EOD-FR, *ath1-3* seedlings showed a small but significant elongation of vegetative internodes compared with Col-0 (Fig. 1 *A*, *C*, and *I*). To confirm that this phenotype resulted from activation of stem development, we imaged the rib meristem, where new stem tissues originate (17). Aligned cell files (Fig. 1 *E* and *G*) and incorporation of the nucleotide analog EdU (5-ethynyl-2′-deoxyuridine) (*SI Appendix*, Fig. S4*C*) showed that the rib meristem was active in *ath1-3* seedlings, but not in the wild type.

**Fig. 1.**
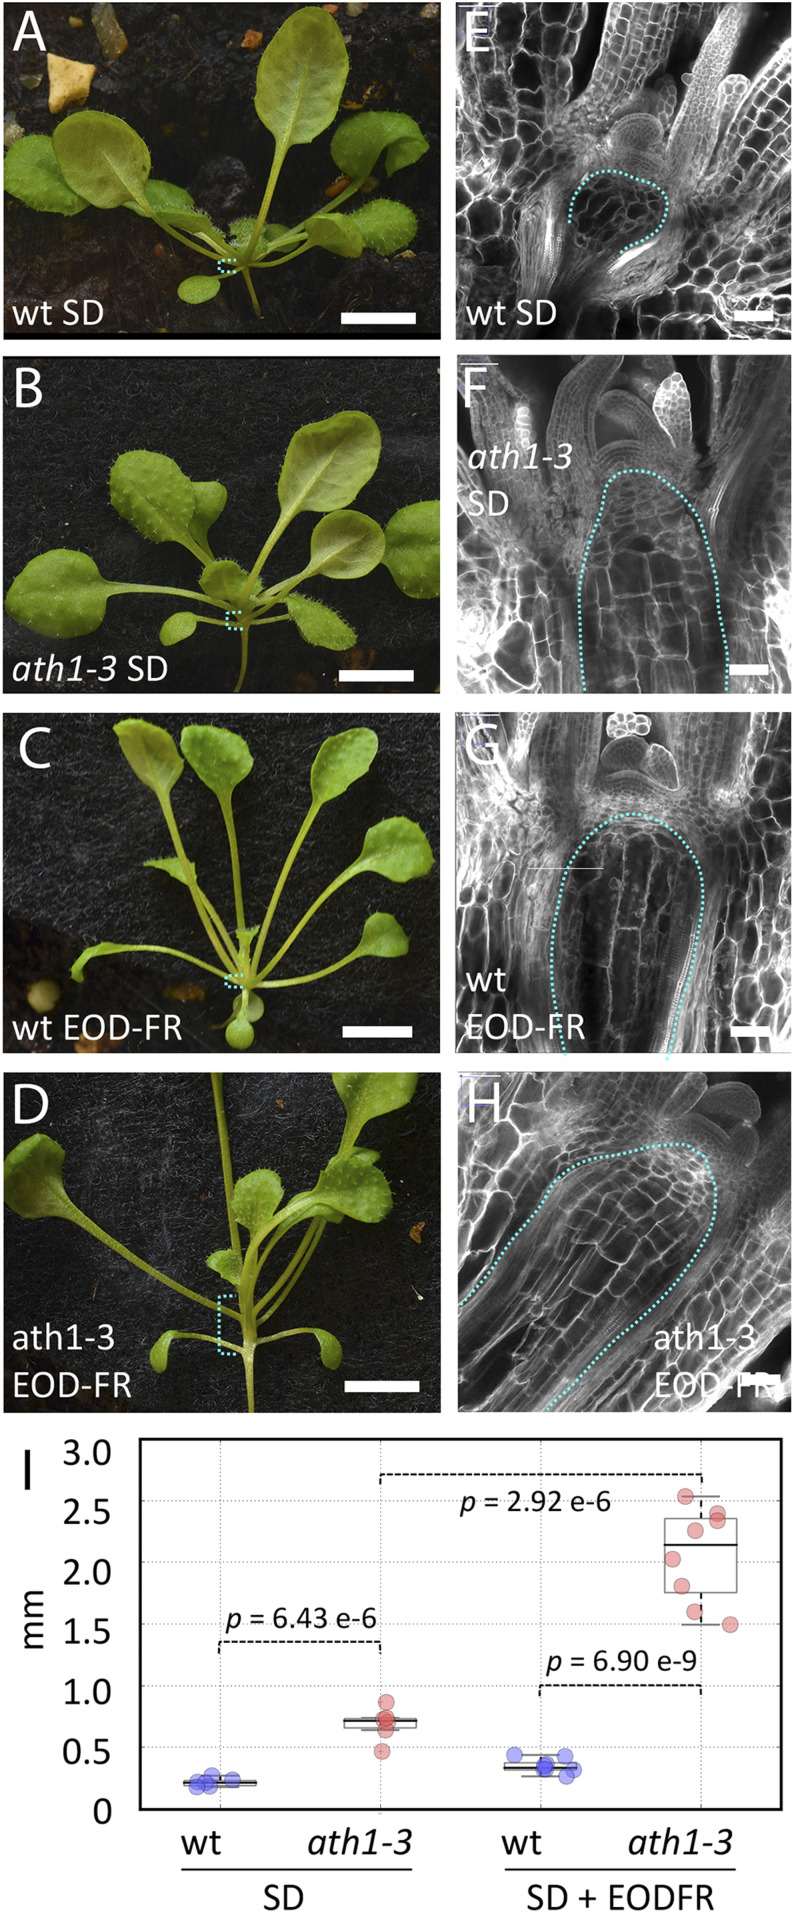
Loss of *ATH1* function makes rib meristem activity and internode growth responsive to far red light. (*A–D*) Wild-type Col (*A* and *C*) and *ath1-3* (*B* and *D*) seedlings grown for 21 short days (SD) without (*A* and *B*) or with EOD-FR light treatment (*C* and *D*); the brackets in cyan indicate the region where internode growth is repressed in the wild type. (Scale bars, 5 mm.) (*E–H*) Longitudinal optical sections though the shoot apex of seedlings corresponding to *A–D*, respectively; the dotted line in cyan surrounds the region corresponding to the rib meristem. (Scale bars, 50 µm.) (*I*) Boxplots showing the combined length of the first two vegetative internodes (millimeters) in seedlings as in *A–D*; individual data points for the wild type (Col) and *ath1-3* are shown in blue and red, respectively; *P* values are for Welch’s *t* test. Complete statistics (Shapiro–Wilk tests for normality, ANOVA, all pairwise *t* tests, power analysis) can be found in Dataset S4.

As expected (18), EOD-FR treatment induced petiole elongation in both Col-0 and in *ath1-3* (Fig. 1 *A*–*D*). In the wild type, EOD-FR light also induced elongation of rib meristem cells, although this was not sufficient to cause detectable internode elongation, presumably because these cells did not proliferate (Fig. 1 *E* and *F*). In contrast, EOD-FR–treated *ath1-3* showed enhanced rib meristem activity and clear internode elongation (Fig. 1 *G*–*I*). Vegetative internode elongation under EOD-FR reverted to wild type in *ath1-3* plants transformed with a genomic *ATH1* construct tagged with GFP (*pATH1:ATH1-GFP*) (*SI Appendix*, Fig. S1), confirming that the enhanced internode elongation was caused by loss of *ATH1* function. We conclude that *ATH1* inhibits rib meristem activity and vegetative internode elongation, and that in the absence of *ATH1*, stem growth is promoted as part of the SAR.

*ATH1* encodes a BELL-type DNA-binding homeodomain protein, so it is expected to function by directly regulating gene expression. 

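The ChIP-seq experiment comprised 6 libraries, with 3 biological replicates of *ath1-3* plants that expressed ATH1 fused to GFP from the *ATH1* promoter and 3 of wild-type plants. All were precipitated with magnetic beads carrying an antibody against GFP, so the wild type, which has no GFP, gave the background of the precipitation. The paper's methods describe Col-0 controls, plants grown for 3 wk with 8 h of light and 16 h of dark, and 2 to 3 g of seedlings per replicate, whereas the labels of the libraries give Landsberg *erecta* as the wild type, 2 wk of growth with 16 h of light, and 1 to 2 g per replicate. The deposited description of the series, unlike the labels, also gives Columbia as the wild type. Which of these descriptions holds could not be settled from the peak lists. Leaves and roots were removed in both descriptions.

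ATH1-GFP replicates 1, 2 and 3 had 23946392, 19624374 and 29413168 tags (mapped single-end reads), and wild-type replicates 1, 2 and 3 had 17358358, 24476917 and 10557319. After the authors kept 1 tag per position, 10451892 (43.6%), 10194418 (51.9%) and 15584829 tags (53.0%) remained in the ATH1-GFP libraries and 3450182 (19.9%), 13518524 (55.2%) and 6689302 (63.4%) in the wild-type libraries. The depths of the groups therefore overlapped, but wild-type replicate 1 had the fewest tags, and a lack of a peak in that library is the least informative. The authors called peaks in each library separately with MACS 2.0.10.20130915, with tags extended to 300 nt, an effective genome size of 90000000 and a q cutoff of 0.05. No control library entered the calls, so each peak was measured against the local background of its own library. The fold enrichment of a peak is the authors' own value, the ratio of the tags piled up at its summit to that background. It was used to describe, rank or filter peaks within a list. It was also used to compare genes or regions of the ATH1-GFP libraries and to check the authors' averages. Its size was not compared between ATH1-GFP and wild-type libraries, and only values relative to each group were correlated between them. From these lists, peaks with a false-discovery rate below 0.001 were kept, and each stretch of at least 1 bp covered by 1 peak from every ATH1-GFP library was taken as a shared region. A shared region without any overlap with a wild-type peak at the same threshold is called a free region.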

To gain insight into how *ATH1* might interact with light-responsive pathways, we used chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) to reveal genes targeted by ATH1. To tag genomic sites bound by ATH1, we used *ath1-3* transformed with the functional *pATH1:ATH1-GFP*, which was expressed in the vegetative apex similarly to endogenous *ATH1* (14) (*SI Appendix*, Fig. S1). 

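The ATH1-GFP replicates had 1593, 1226 and 990 peaks below a false-discovery rate of 0.001, with a mean of 1269.7 ± 304 (SD, n = 3), and the wild-type replicates had 356, 665 and 487, with a mean of 503 ± 155 (SD, n = 3). Every ATH1-GFP library had more peaks than every wild-type library, a difference between means of 767 peaks (two-sided exact permutation test, *P* = 0.1, the smallest value that 3 libraries against 3 allow). Leaving out ATH1-GFP replicate 1 moved this difference most, to 605 peaks. The number of peaks did not follow depth within the ATH1-GFP group, since replicate 3 had the most tags and the fewest peaks. Within the wild type it did, with 356, 487 and 665 peaks at 3450182, 6689302 and 13518524 tags after filtering. Wild-type replicates 1 and 3 also had fewer such tags than every ATH1-GFP library, so depth is not excluded as a part of the difference. The median length of the peaks was between 445 and 468 nt in the ATH1-GFP libraries and between 532 and 553 nt in the wild type.

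Most wild-type peaks lay over a peak of at least 1 ATH1-GFP library, with 266 (74.7%) in replicate 1, 541 (81.4%) in replicate 2 and 444 (91.2%) in replicate 3. Peaks from the ATH1-GFP libraries coincided in 721 shared regions. Of these, 412 overlapped a peak of at least 1 wild-type library, with 188 over a peak of wild-type replicate 1, 396 over replicate 2, 321 over replicate 3, and 170 over peaks of all 3. The remaining 309 shared regions (42.9%) were free of wild-type peaks. They had a median length of 350 nt (range 9 to 2292 nt), and their mean fold enrichment over the ATH1-GFP libraries had a median of 2.29 (range 1.78 to 6.65). A long peak can form several regions, so a free region can be part of a peak that meets a wild-type peak elsewhere. Its fold enrichment is that of the whole peak, whose summit can lie outside it. The free region on chromosome 1 at 27982686, for example, had the same values in replicates 1 and 2 (2.26 and 2.69) as an overlapped region at 27983378. Without ATH1-GFP replicate 3, 531 regions were shared by the other two libraries and free of wild-type peaks, the largest change made by leaving out a single library.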

ChIP-seq peaks were selected using MACS2 (19) and filtered for a false-discovery rate lower than 0.001 in all three *pATH1:ATH1-GFP* replicates, but in none of the wild-type replicates. Candidate target genes were associated with peaks within 3-kb upstream to 1.5-kb downstream of their coding sequences, with no other intervening genes. 

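Each gene in the authors' deposited table, whose rows equal Dataset S1 up to rounding, comes with a window on the TAIR10 genome. According to the header of the authors' deposited table, a window reaches from 3000 nt upstream to 1500 nt downstream of the coding sequence. These windows were used as given, because the positions of coding sequences were not analysed here, and had a median length of 4636 nt (range 263 to 14530 nt). The rule in the header alone does not describe all of them, since 288 windows are shorter than the upstream and downstream lengths together. The paper also excludes peaks separated from a gene by another gene, and whether this criterion shortened the windows was not analysed here. A free region lay in the windows of 436 of the 629 listed genes (69.3%), and 288 of the free regions lay in at least 1 window. Among these regions, 133 lay in the window of 1 listed gene, 150 in those of 2 genes and 5 in those of 3 or more. For 306 of the 436 genes, every free region was shared with another listed gene.

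The windows of the other 193 genes (30.7%) held shared regions that all overlapped wild-type peaks. At the least overlapped region of each gene, the overlap was with a peak of 1 wild-type library in 77 genes, of 2 libraries in 88 and of all 3 in 28. Each of these windows also held bases under peaks of all ATH1-GFP libraries and under no wild-type peak, with a median of 86 nt (range 1 to 804 nt). The number of genes with a free region was 504 without wild-type replicate 2, the largest change from leaving out a single library. Genes were drawn only from the list and every listed window holds a shared region, so without the exclusion of wild-type peaks the number is 629 by construction.

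The highest mean fold enrichment among the free regions was 6.65 ± 1.20 (SD, n = 3 libraries), on chromosome 5 from 19761980 to 19762451, within the windows of *XRI1* (AT5G48720) and AT5G48730. It was followed by 6.28 ± 1.44 (SD, n = 3) on chromosome 1 from 10874705 to 10875186 (AT1G30660), 6.06 ± 1.48 (SD, n = 3) on chromosome 2 from 14692174 to 14692816 (*RALFL20*, AT2G34825, and *WRKY35*, AT2G34830) and 6.01 ± 1.32 (SD, n = 3) on chromosome 3 from 7833757 to 7834268 (*IQD5*, AT3G22190, and *POP2*, AT3G22200).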

With these criteria, we selected 629 genes as candidate ATH1 targets (Dataset S1). 

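The position of the free region within the listed window is given here for *CUC1*, *KNAT2* and *EPR1*, and strand and transcript ends were not analysed. The window of *CUC1* (AT3G15170) spans 5108473 to 5111893 on chromosome 3, and its free region spans 5108994 to 5109918, a stretch of 925 nt that also lies in the window of the neighboring gene AT3G15160. The fold enrichment at this region was 6.16, 6.00 and 3.63 in ATH1-GFP replicates 1, 2 and 3 (mean 5.26 ± 1.42, SD, n = 3), the fifth highest mean among the free regions. The window of *KNAT2* (AT1G70510) spans 26573486 to 26583570 on chromosome 1, with a free region of 414 nt from 26575239 to 26575652 and a fold enrichment of 3.85 ± 0.885 (SD, n = 3). The window of *EPR1* (AT1G18330) spans 6305689 to 6309041 on chromosome 1, with a free region of 488 nt from 6308393 to 6308880 and a fold enrichment of 4.07 ± 0.805 (SD, n = 3). The region at *EPR1* also lies in the window of AT1G18335.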

As expected for a transcription factor, ATH1 frequently bound near the start or end of transcribed sequences, as seen in a histogram of peak locations (Fig. 2*A*) and in individual target genes relevant to this work (Fig. 2*C*). MEME-ChIP analysis (20) revealed that the regions bound by ATH1 were enriched for a motif bound by other plant homeodomain proteins (WOX13, ATHB12) and enriched in ChIP-seq peaks for REPLUMLESS, which is a BELL-type transcription factor related to ATH1 (21) (Fig. 2*B*).

**Fig. 2.**
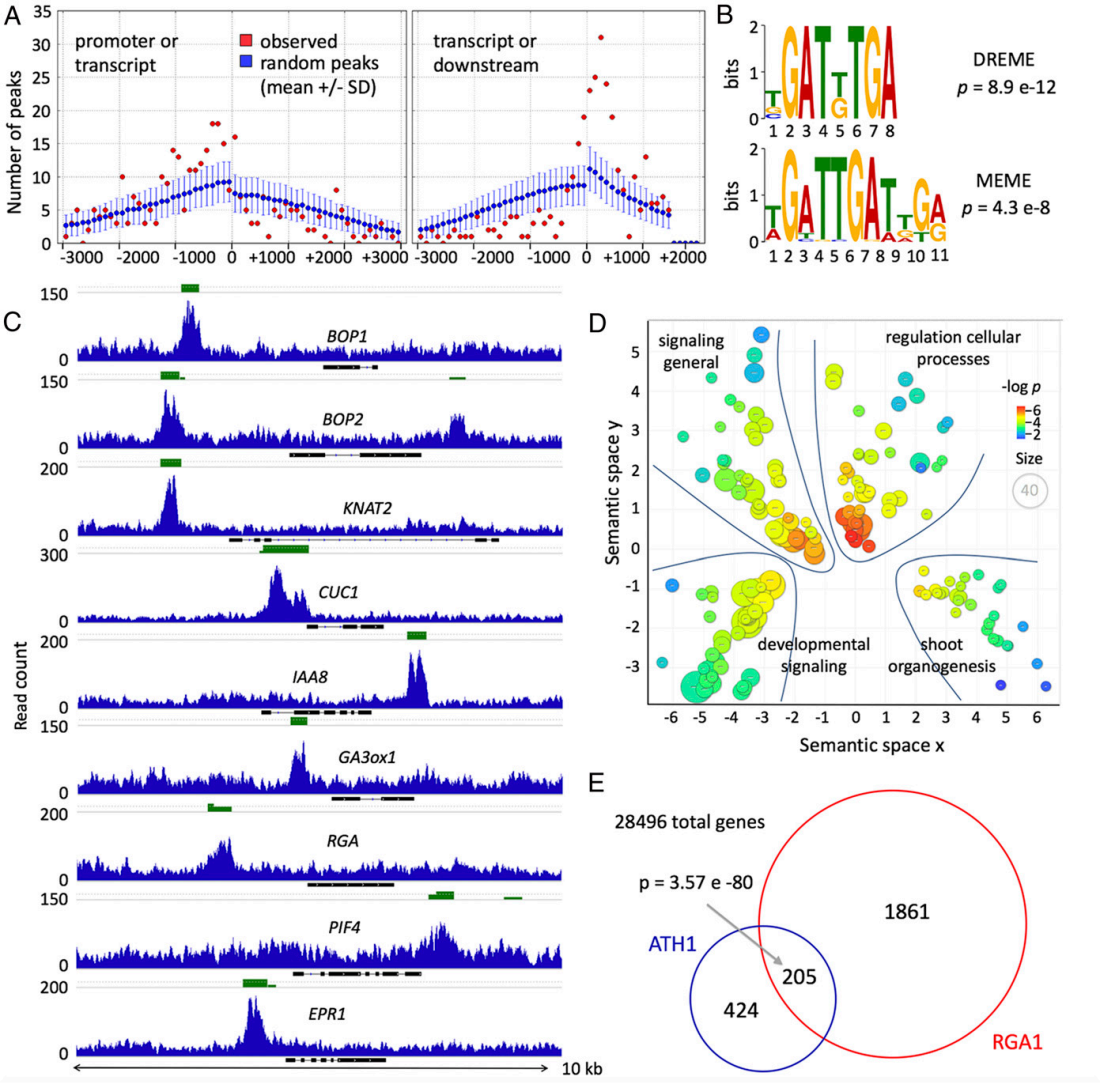
ATH1 binds in vivo to genes involved in meristem function, hormone and light signaling, many of which are also targeted by the DELLA protein RGA. (*A*) Enrichment of ATH1 binding sites within promoter and downstream regions compared with transcribed regions, for the 629 high-confidence ATH1 candidate targets (*SI Appendix*, Table S1); red dots show the frequency of peak regions (overlap of peaks from three ChIP-seq replicates) centered at the indicated nucleotide positions relative to transcript start or end; blue bars show how simulated peaks at random genome positions were distributed within the same set of high-confidence ATH1 targets; the observed ATH1 binding sites were significantly enriched in promoter and downstream regions (*P* < 0.05) and depleted in transcribed regions (*P* < 10^−3^; *P* values calculated by bootstrapping with 10,000 simulations). (*B*) Enrichment for sequence motifs detected using the MEME suite (20). Motifs within 75 nt of the center of ATH1 peaks analyzed in *A*, at least 6 bp long and with *P* > 0.001. (*C*) Representative raw ChIP-seq peaks (of three ChIP-seq replicates with similar peaks) within a 10-kb genomic window, for examples of genes involved in shoot organogenesis (*BOP2*, *KNAT6*, *KNAT2*, *CUC1*), hormone signaling (*IAA8*, *Ga3ox1*, *RGA*), or light signaling (*PIF4*, *EPR1*); black bars and lines correspond to exons and introns, respectively; green bars above the peaks show the overlapping peak regions detected in the three biological replicates. (*D*) Semantic clustering of GO categories enriched in the set of 629 ATH1 targets (Dataset S1); the diameter and color of each circle reflect the size and *P* value, respectively, for individual GO terms; four broad groups of GO terms are marked (see Dataset S3 for list of terms and genes in each group). (*E*) ATH1 ChIP-seq targets (blue) and published RGA targets (41) show a significantly larger overlap than expected by chance (two-tailed Fisher’s exact test).

Gene ontology (GO) analysis (22) of target genes showed a strong enrichment for DNA binding, suggesting that *ATH1* is part of a large transcriptional regulatory network (Dataset S2). Clustering of GO terms by semantic similarity (23) resulted in four main clusters, of which two corresponded to broad signaling and regulatory functions (Fig. 2*D* and Dataset S3). The two more specialized clusters corresponded predominantly to developmental signaling and shoot organogenesis; these two clusters overlapped by 21% and together corresponded to 65% of the genes that showed GO enrichment. The developmental signaling cluster included genes involved in hormone synthesis, transport, and signal transduction, predominantly for auxin (*ETTIN*, *IAA8*, *IAA9*, *IAA18*, *GH3.9*, *PIN7*, *LAX1*) (24–28) and GA (*GA4*, *RGA*, *GA2ox6*) (29–31). 

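All 7 auxin-related genes had a free region in their window. The highest fold enrichment among them was at *IAA8* (AT2G22670), 4.24 ± 0.938 (SD, n = 3 libraries) on chromosome 2 from 9639420 to 9639799. The lowest was at *IAA9* (AT5G65670), 1.93 ± 0.193 (SD, n = 3) on chromosome 5 from 26252825 to 26253217, a value that ranked on average at the percentile 12.5 of the free regions and 27.3 of all peaks of a library, against 95.7 and 96.8 for *IAA8*. *ETTIN* (AT2G33860) had 2.89 ± 0.703 (SD, n = 3), *GH3.9* (AT2G47750) 2.69 ± 0.426 (SD, n = 3), *PIN7* (AT1G23080) 2.51 ± 0.596 (SD, n = 3), *IAA18* (AT1G51950) 2.47 ± 0.581 (SD, n = 3) and *LAX1* (AT5G01240) 2.09 ± 0.335 (SD, n = 3). The region at *GH3.9* also lies in the windows of AT2G47730 and AT2G47740. It reached past the edge of its window and was no longer free when every deposited wild-type peak was excluded, whatever its false-discovery rate. The region at *LAX1*, which also lies in the window of AT5G01230, was not shared at a false-discovery rate below 0.0001.

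Of the 3 GA-related genes, *GA4* (*GA3ox1*, AT1G15550) had a free region on chromosome 1 from 5346665 to 5346987, with a fold enrichment of 2.58 ± 0.402 (SD, n = 3). *GA2ox6* (AT1G02400) had 2 shared regions in its window, and both overlapped wild-type peaks. The stronger, on chromosome 1 from 488200 to 488623, had a fold enrichment of 2.04 ± 0.336 (SD, n = 3) and shared 158 nt with a peak of wild-type replicate 2, and the weaker lay within a peak of wild-type replicate 3 that spans 487671 to 488108. At the stronger region, the ATH1-GFP summits were at 488683, 488572 and 488554 in replicates 1, 2 and 3. All lay under the peak of wild-type replicate 2, from 488466 to 489029, and that of replicate 1 lay outside the region itself. The region at *RGA* (AT2G01570) also overlapped a wild-type peak.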

The shoot organogenesis cluster included genes that function closely with *ATH1* based on genetic evidence (*BOP1*, *BOP2*, *KNAT6*) (32, 33), genes involved in shoot meristem development (*KNAT2*, *KNAT6*, *BAM3*) (34, 35) and additional genes involved in organ boundary development (*CUC1*, *LSH4*, *LOB*) (36–38). 

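All 7 genes of this set that are in the list, *CUC1* and *KNAT2* included, had a free region. For *BOP1* (AT3G57130) it lay on chromosome 3 from 21144659 to 21145003, with a fold enrichment of 3.10 ± 0.611 (SD, n = 3 libraries), and for *BOP2* (AT2G41370) on chromosome 2 from 17242696 to 17243061, with 3.07 ± 1.03 (SD, n = 3). At *KNAT6* (AT1G23380), the region on chromosome 1 from 8305179 to 8305565 had a fold enrichment of 3.09 ± 0.581 (SD, n = 3). Among the genes of organ boundaries, *LSH4* (AT3G23290) had 3.05 ± 0.545 (SD, n = 3) on chromosome 3 from 8325497 to 8325889, a region shared with the window of AT3G23280, and *LOB* (AT5G63090) had 2.88 ± 0.293 (SD, n = 3) on chromosome 5 from 25306864 to 25307210. The center of the region at *LOB* fell outside the listed window, which begins at 25307072. *BAM3* (AT4G20270) has no row in the authors' deposited table.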

Overall, the ChIP-seq experiments indicated that *ATH1* functions to a large extent by orchestrating hormonal signaling and the activity of other regulatory genes involved in early shoot organogenesis.

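Of the 23 genes named as bound in the text or in Fig. 2C, 22 were in the list, 20 had a free region, and the regions of the other two, *RGA* and *GA2ox6*, overlapped wild-type peaks. These 22 genes and *ATH1* itself all had their lowest fold enrichment in ATH1-GFP replicate 3, so part of the spread given with each mean is a difference between libraries that the genes have in common. *ATH1* (AT4G32980) was listed with a free region on chromosome 4 from 15918120 to 15919506, with a fold enrichment of 3.11 ± 0.412 (SD, n = 3), and this region also lies in the window of AT4G32990. From the ChIP-seq experiments, the paper proposes that *ATH1* acts to a large extent through hormone signaling and through other regulators of early shoot organogenesis.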

The increased rib meristem activity in *ath1-3* was reminiscent of the activation of stem development by treatment of rosette plants with GA (39). Moreover, the SAR induces petiole elongation partly through GA biosynthesis and the consequent degradation of DELLA proteins (40). To check whether ATH1 and DELLA proteins control similar processes to repress internode elongation, we overlapped the ATH1 candidate targets with target genes of the DELLA protein REPRESSOR of ga1-3 (RGA), identified in a comparable ChIP-seq analysis (41). The overlap of ChIP-seq targets for ATH1 and RGA was considerably higher than expected by chance (Fig. 2*E*), supporting the idea that these proteins control similar downstream processes. The overlapping set of targets also indicated reciprocal interactions, with ATH1 binding to *RGA* and, conversely, RGA binding to genes that are closely associated with *ATH1* function, such as *BOP1*, *BOP2*, and *KNAT6* (32, 33).

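The shared region at *RGA* lay on chromosome 2 from 258876 to 259381 and had a fold enrichment of 3.27, 3.05 and 2.41 in ATH1-GFP replicates 1, 2 and 3 (mean 2.91 ± 0.447, SD, n = 3). A peak of wild-type replicate 2, from 258898 to 259268, with −log10 q of 8.02, covered 371 of its 506 nt and left 135 nt free. The ATH1-GFP summits, at 259113, 259121 and 259105 in replicates 1, 2 and 3, all lay under this wild-type peak, whose summit was at 259090. The bases left free are therefore flanks of the region. The other wild-type libraries, both with fewer tags than replicate 2, had no peak there, and without wild-type replicate 2 the region was free. Among the other 4 genes for DELLA proteins, *GAI*, *RGL1*, *RGL2* and *RGL3*, none was in the authors' deposited table, which holds *BOP1*, *BOP2* and *KNAT6*. The list of RGA targets was not analysed here, so its overlap with the ATH1 targets and the binding of RGA to these genes were not recomputed.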

To confirm whether the large overlap in ChIP-seq targets reflected a functional overlap, we next combined *ATH1* and *DELLA* mutants. To ensure complete loss of DELLA function, we used a background with mutations in all five *Arabidopsis DELLA* genes (*rga-t2*, *gai-t6*, *rgl1-1*, *rgl2-1*, and *rgl3-1*, called for simplicity the *global della* mutant) (13). The sextuple *ath1-3 global della* mutant showed a much clearer elongation of vegetative internodes than either *ath1-3* or *global della* (compare Fig. 1 *A*, *B*, and *I* with Fig. 3 *A*, *B*, and *I*). The enhanced phenotype cosegregated with *ath1-3* in the progeny of the sextuple mutant crossed to heterozygous *ath1-3* in *global della* background (12 of 12 plants with long internodes were homozygous for *ath1-3* and 6 of 6 short plants were heterozygous). Furthermore, we independently verified the phenotype caused by combined loss of *ATH1* and *DELLA* function using continuous treatment of *ath1-3* with GA to induce DELLA degradation, either by spraying (*SI Appendix*, Fig. S2) or by growth in medium with GA (see, for example, Fig. 5 *C* and *D* and *SI Appendix*, Fig. S3).

**Fig. 3.**
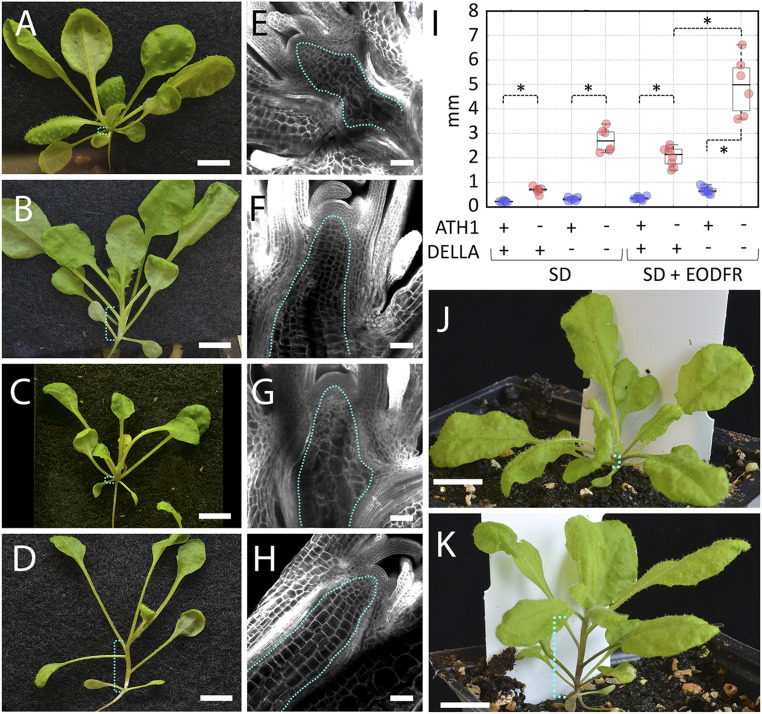
*ATH1* and *DELLA* genes converge on the control of vegetative internode elongation. (*A–D*) *global della* (*A* and *C*) and *ath1-3 global della* (*B* and *D*) seedlings grown for 21 short days without (*A* and *B*) or with EOD-FR light treatment (*C* and *D*); the brackets in cyan indicate where vegetative internodes develop. (Scale bars, 5 mm.) (*E–H*) Optical sections though the shoot apex of seedlings corresponding to *A–D*, respectively; the dotted cyan line surrounds the rib meristem. (Scale bars, 50 µm.) (*I*) Boxplots of internode length (combined length of the first two vegetative internodes) in seedlings with the genotypes and light treatments indicated (“+” and “–“ indicate wild type or mutant, respectively); individual data points for *global della* (*gd*) and *global della* combined with *ath1-3* are shown in blue and red, respectively; asterisks indicate significantly different means (*P* < 0.01, Welch’s *t* test); for a complete statistical analysis, see Dataset S4. (*J* and *K*) Representative *Arabidopsis* plants grown for 35 short days; the dotted brackets in cyan indicate the vegetative stem; (*J*) wild type (Col); (*K*) *ath1-3 global della* sextuple mutant. (Scale bars, 1 cm.)

The internode elongation in the sextuple mutant was associated with full activation of the rib meristem, shown both by well-defined cell files below the shoot meristem (Fig. 3 *E* and *F*) and by incorporation of the nucleotide analog EdU (42) (*SI Appendix*, Fig. S4*D*), and was further enhanced by EOD-FR treatment (Fig. 3 *C*, *D*, and *I*), resulting in an extensive rib meristem (Fig. 3 *G* and *H*), comparable to what is seen in the *Arabidopsis* inflorescence stem (41). When the sextuple mutant was grown under short days without EOD-FR, the elongation of vegetative internodes became more obvious as the plants matured, resulting in a full conversion from rosette to a caulescent habit before the inflorescence stem emerged (Fig. 3). We conclude that *ATH1* and *DELLA* genes function redundantly to repress growth of the vegetative stem and maintain the rosette habit.

The set of 205 loci bound by ATH1 and RGA in the ChIP-seq experiments included multiple genes in the PIF pathway, which controls shoot growth in response to environmental signals, such as light quality and ambient temperature (43). 

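*PHYB* (AT2G18790), *ATHB2* (AT4G16780) and *PIL1* (AT2G46970) each had a free region in their window. At *PHYB* it lay on chromosome 2 from 8139472 to 8139748, with a fold enrichment of 2.15 ± 0.469 (SD, n = 3 libraries), and also in the window of AT2G18780. At *ATHB2* it lay on chromosome 4 from 9447189 to 9447537, with a fold enrichment of 2.37 ± 0.281 (SD, n = 3), and a peak of wild-type replicate 2 from 9450658 to 9450966 lay elsewhere in the window. At *PIL1* it lay on chromosome 2 from 19298831 to 19299050, with a fold enrichment of 2.24 ± 0.465 (SD, n = 3), and also in the window of AT2G46980. A peak of wild-type replicate 1 from 19297241 to 19297782 covered another site in the window of *PIL1*. The regions at *PHYB* and *PIL1* were not called at a false-discovery rate below 0.0001. *PIF1*, *PIF3* and *PIF5* were not in the authors' deposited table.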

The shared ChIP-seq targets encoded proteins involved in multiple steps of the PIF pathway, including one of the PIFs (PIF4), control of PIF activity (phyB, RGA) (12) or stability (RGA, BOP1, BOP2) (7, 12, 44), and downstream transcriptional responses (ATHB2, PIL1) (45, 46). To confirm whether *PIF* genes participate in the vegetative stem elongation seen in *ath1-3*, we combined loss of *ATH1* and *PIF* function. Considering that phyB has been implicated in the control of internode elongation (5–7), we used the quadruple *pifq* mutant (*pif1-1*, *pif3-3*, *pif4-2*, *pif5-3*) (47), with loss-of-function of the four *PIF* genes implicated in phyB signaling (43). Under normal light conditions, *pifq* eliminated the mild internode elongation seen in *ath1-3*, while under EOD-FR, *pifq* reduced internode elongation by about 50% (Fig. 4). Thus, *PIF* activity is important for the internode elongation seen in *ath1-3*, although under shade conditions *ATH1* must also antagonize genes that promote internode growth independently of *PIF1*, -*3*, -*4*, and -*5*.

**Fig. 4.**
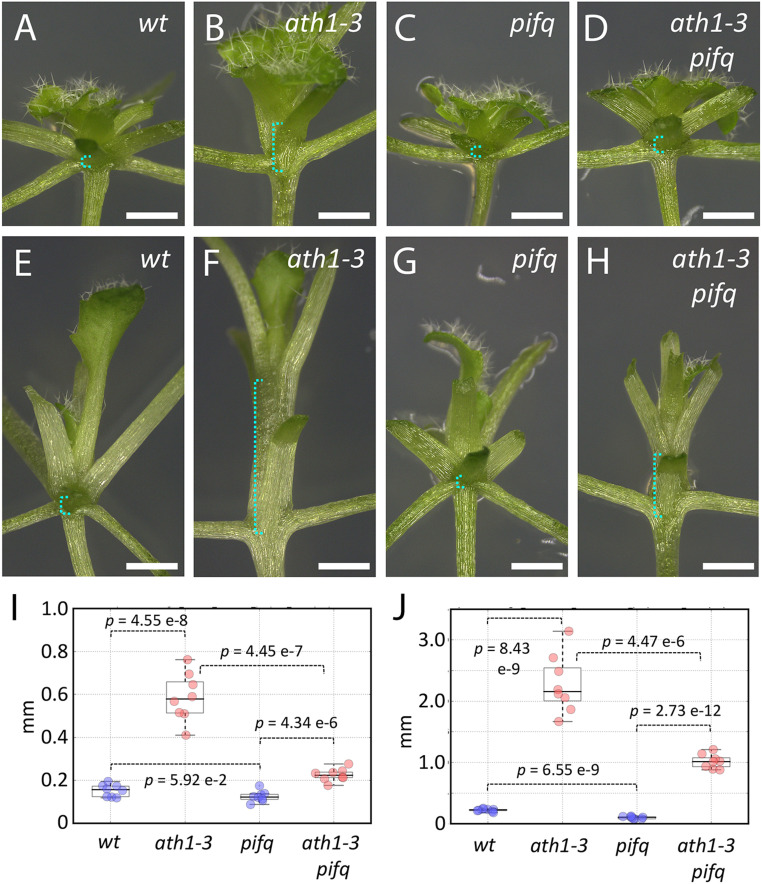
*PIF* genes promote elongation of vegetative internodes in *ath1-3*. (*A–H*) Col (*A* and *E*), *pifq* (*B* and *F*), *ath1-3* (*C* and *G*), and *ath1-3 pifq* (*D* and *H*) seedlings were grown for 21 short days without (*A*–*D*) or with (*E*–*H*) EOD-FR treatment, with older leaves dissected to expose the vegetative nodes; brackets in cyan indicate the distance between the first and third nodes measured in *I* and *J*. (Scale bars, 5 mm.) (*I* and *J*) Boxplots of internode length (combined length of the first two vegetative internodes) in seedlings with the genotypes indicated, grown for 21 d without (*I*) or with (*J*) EOD-FR treatment; individual data points in blue and red correspond, respectively, to control genotypes (wt Col, *pifq*) and the corresponding genotypes in *ath1-3* background; *P* values are for Welch's *t* test. Dataset S4 contains further statistical analysis.

Of the multiple links between ATH1 and *PIF* signaling suggested by the ChIP-seq data, we next explored two. First, we tested whether ATH1 controls *PIF4* transcription, using qRT-PCR. In line with the weak binding of ATH1 to *PIF4* in ChIP-seq experiments (Fig. 2), ChIP-PCR did not confirm significant binding (Fig. 5*B*) and we could not detect significant differences in *PIF4* expression in *ath1-3* (Fig. 5*A*). Thus, *PIF4* did not appear to be directly repressed by ATH1, although we cannot exclude a spatially or temporally restricted regulation. 

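In the ChIP-seq libraries, the free region at *PIF4* (AT2G43010) lay on chromosome 2 from 17889351 to 17889699. Its fold enrichment was 2.55, 2.44 and 1.77 in ATH1-GFP replicates 1, 2 and 3 (mean 2.25 ± 0.422, SD, n = 3), which ranked on average at the percentile 39.0 of the free regions and at the percentile 55.5 of all peaks of a library. No wild-type library had a peak in the window of *PIF4*.

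**Figure D1:**
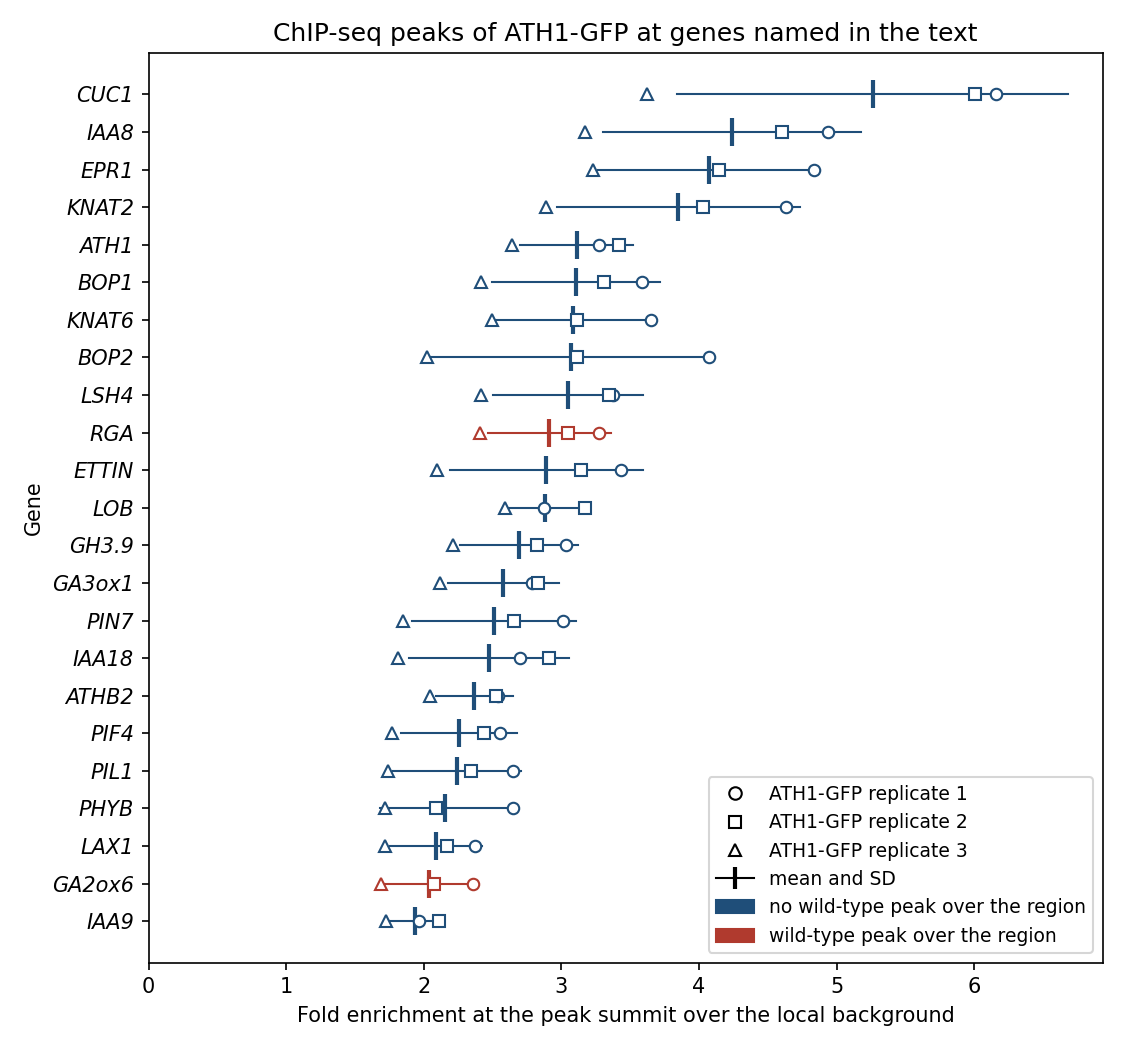
Fold enrichment at the summit of the ChIP-seq peak over the local background of the same library (x axis, a ratio) for the 22 listed genes named in the text or Fig. 2C and for *ATH1* (y axis). Open symbols are the 3 ATH1-GFP libraries, vertical ticks the means and horizontal lines the SD. Blue marks regions without a wild-type peak and red the regions of *RGA* and *GA2ox6*, which overlap wild-type peaks. *PIF4* sits at 2.25, below *BOP1*, *BOP2* and *KNAT6*, and replicate 3 gives the lowest value at every gene.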

Second, we focused on *BOP1* and *BOP2*, whose protein products bind and destabilize PIF4 (7). The strong binding of ATH1 seen in the ChIP-seq experiments (Fig. 2*C*) was independently confirmed by ChIP-PCR (Fig. 5*B*) and qRT-PCR of seedlings grown for 14 short days showed reduced expression of both *BOP1* and *BOP2* in *ath1-3* compared with the wild type (Fig. 5*A*). Together, the ChIP-seq and expression data supported that ATH1 directly activates of *BOP1* and *BOP2* transcription.

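Set against *PIF4* within each ChIP-seq library, the fold enrichment of *BOP1* was higher by 1.03, 0.872 and 0.646 in ATH1-GFP replicates 1, 2 and 3, a mean difference of 0.851 ± 0.195 (SD, n = 3). That of *BOP2* was higher by 1.52, 0.678 and 0.249, a mean difference of 0.816 ± 0.647 (SD, n = 3). Each difference had the same sign in 3 of 3 libraries (two-sided exact sign-flip permutation test, *P* = 0.25 for both genes, the smallest value that 3 pairs allow). The regions at *BOP1* and *BOP2* ranked on average at the percentiles 83.9 and 76.4 of the free regions, and at 90.2 and 82.9 of all peaks of a library. The difference for *BOP2* rested in large part on replicate 1, without which it was 0.463. With the tags at the summit in place of fold enrichment, the difference between *BOP2* and *PIF4* was 18.3 ± 19.6 tags (SD, n = 3; *P* = 0.5 in the same exact test), because in replicate 3 both regions had 106 tags. The paper calls the binding to *BOP1* and *BOP2* strong and that to *PIF4* weak.

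**Figure D2:**
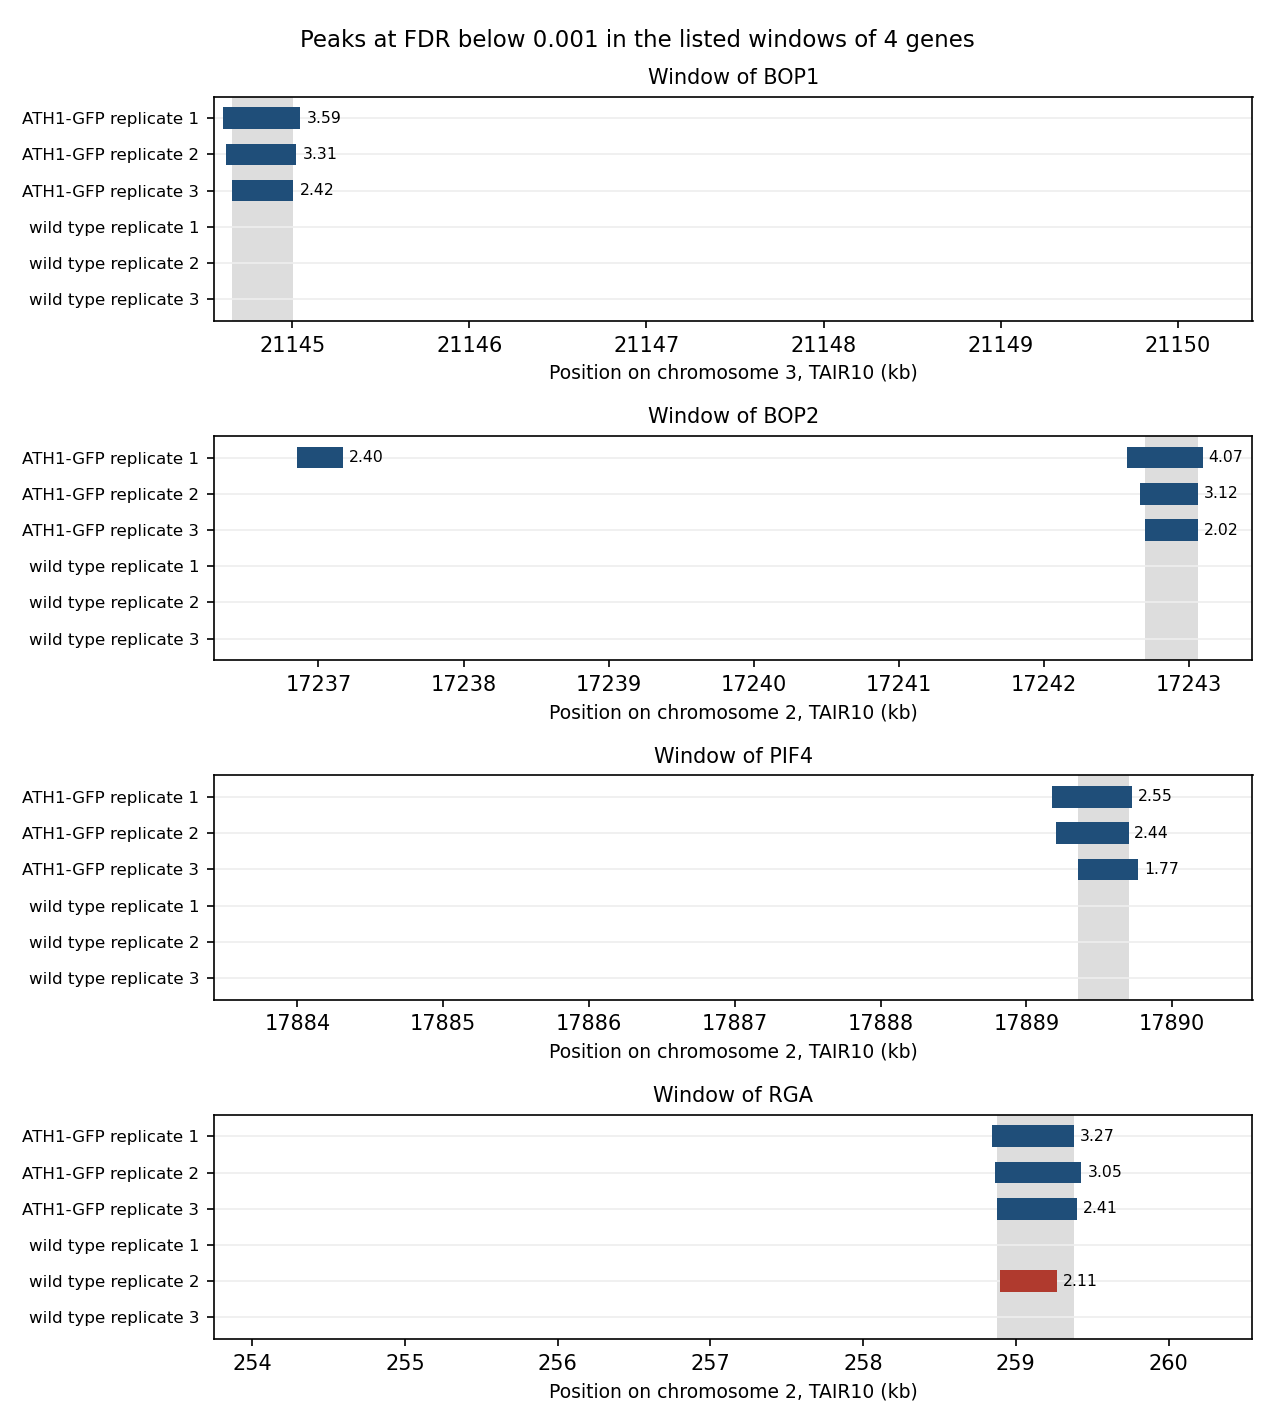
Peaks with a false-discovery rate below 0.001 in the listed windows of *BOP1*, *BOP2*, *PIF4* and *RGA* (x axis, position on TAIR10 in kb), with 1 line per library (y axis). Blue bars are peaks of the 3 ATH1-GFP libraries, the red bar is a wild-type peak, the number beside each bar is its fold enrichment, and the gray band is the region shared by the ATH1-GFP libraries. Only the band at *RGA*, from 258876 to 259381, is crossed by a wild-type peak, in replicate 2.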

**Fig. 5.**
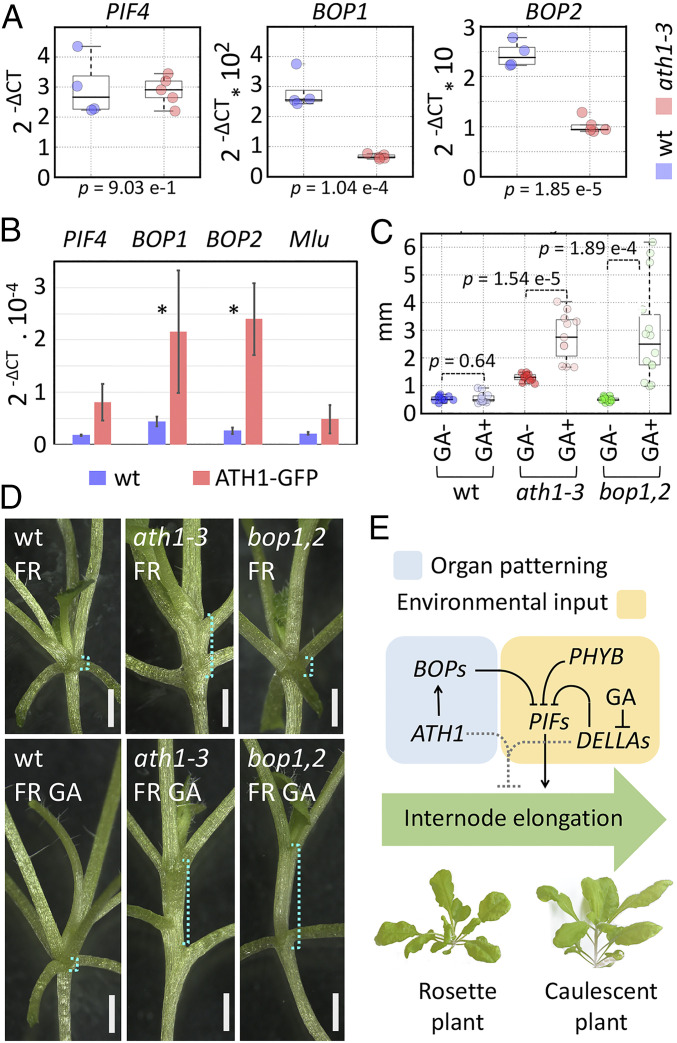
*BOP1* and *BOP2* are directly activated by ATH1 and inhibit internode elongation redundantly with GA signaling. (*A*) Expression of *PIF4*, *BOP1*, and *BOP2* in 10-d-old wild-type (blue) and *ath1-3* (red) seedlings, measured by qRT-PCR, with ΔCT relative to the PP2A internal control; *P* values are for Welch’s *t* test. Dataset S6 contains further statistical analysis. (*B*) Binding of ATH1-GFP to *PIF4*, *BOP1*, *BOP2*, and *Mlu* (negative control) shown by ChIP-qPCR; ΔCT values are relative to input DNA (equally diluted for all assays); bars and error bars show the average and SD for three biological replicates; asterisks indicate *P* values lower than 0.05 (Welch’s *t* test; raw data and statistical analysis in Dataset S7). (*C*) Length of the first internode in wild-type (blue), *ath1-3* (red), and *bop1-3 bop2-1* (green) seedlings grown for 14 d under short day EOD-FR conditions on medium with 10 µM GA4 (pale color) or without GA (dark color); *P* values are for Welch’s *t* test; see additional statistics in Dataset S4. (*D*) Representative wild-type, *ath1-3*, and *bop1-3 bop2-1* seedlings grown as in *C*; cyan brackets show the regions measured in *E*. (Scale bars, 1 mm.) (*E*) Summary diagram of the regulatory interactions between *ATH1*, *BOP*, *DELLA*, and *PIF* genes in vegetative internodes; arrows and blunted lines indicate positive and negative interactions, respectively; dotted lines represent additional, *PIF*-independent functions of ATH1 and DELLA proteins in repressing internode elongation.

Considering the finding that BOP proteins act as adaptors for a E3 ubiquitin ligase complex that targets PIF4 for degradation (7), the results above suggested that, like *DELLAs*, *ATH1* affects *PIF* function posttranscriptionally, albeit indirectly through *BOP* genes. To test to what extent *BOP* activity could account for the convergence of *ATH1* and *DELLAs* on the control of internode elongation, we next compared vegetative internodes in wild-type, *ath1-3*, and *bop1-3 bop2-1* mutants, with or without GA treatment, grown with EOD-FR treatment. Different from *ATH1*, loss of *BOP1,2* function was not sufficient to cause internode elongation, and neither was GA treatment alone (Fig. 5 *C* and *D* and *SI Appendix*, Fig. S2). However, GA strongly induced internode elongation in the *bop1,2* mutant (Fig. 5 *C* and *D*). Thus, as seen for *ATH1*, *BOP1* and *BOP2* function redundantly with *DELLA* genes to repress internode elongation induced by EOD-FR. Based on these results, combined with the evidence for direct activation of *BOP* genes by ATH1, we conclude that *BOP* genes function downstream of *ATH1* in the repression of internode elongation under shade avoidance conditions. However, *ATH1* and *DELLA* genes must also regulate processes independent of *BOP* genes to repress internode development under normal light conditions (Fig. 5*E*).

## Discussion

Here, we show that ATH1 and DELLA proteins converge to maintain the *Arabidopsis* rosette habit. Although the rosette habit is a prominent feature of *Arabidopsis* development, its regulation had eluded genetic analysis. The likely reason is the functional redundancy at multiple regulatory levels, both within gene families (*DELLA*, *PIF*, *BOP* genes) and across gene families (between *DELLA*s and *ATH1* or *BOP* genes). Nevertheless, the activation of vegetative internode elongation in the *ath1-3 global della* sextuple mutant, under normal growth conditions and with few other effects on plant architecture (Fig. 3), shows that a relatively simple genetic change can determine the difference between the rosette and caulescent growth habits.

Combined with published results (7), our data establish a molecular pathway through which ATH1 converge with DELLA proteins on the control of light-induced growth through the *PIF* pathway (Fig. 5*E*). A role for BOP proteins in mediating the role of *ATH1* in repressing light-induced internode growth is consistent with genetic evidence that *BOP* and *ATH1* genes form a functional module in inflorescence development (33, 48), and with the internode elongation seen in *bop2 phyB* and *bop1 phyB* double mutants grown in constant red light (7). However, in the absence of GA treatment, loss of *ATH1* function still caused a significant increase in internode growth not seen in *bop1-3 bop2-1*, therefore not all aspects of internode control by *ATH1* are mediated by *BOP* genes. Furthermore, *BOP* genes participate in a broader range of developmental processes than *ATH1*, including abaxial-adaxial leaf patterning and restriction of meristem identity (49–51). Thus, the available data indicate that although *BOP* and *ATH1* likely form a functional module, *ATH1* provides this module with specificity for the control of internode growth.

A similar convergence between a localized transcription factor and GA signaling has been recently described in rice (52), in which the Zn-finger transcription factor PREMATURE INTERNODE ELONGATION 1 (PINE1) represses internode elongation until the transition to flowering. In addition, *pine1* mutants show increased sensitivity of internodes to GA and premature internode elongation. As seen for *PINE1*, *ATH1* inhibits internode growth, is repressed during the floral transition, and blocks GA signaling in the internodes (i.e., loss of DELLA proteins cannot promote internode elongation unless ATH1 is also absent). Given that PINE1 and ATH1 are unrelated transcription factors, it appears that *Arabidopsis* and rice have evolved analogous mechanisms to control plant architecture through localized restriction of GA responses.

More generally, our results illustrate in plants how discrete developmental features can be produced by localized modulation of widely used signaling mechanisms, as seen for example for Wnt signaling in butterfly wings (53). Furthermore, the small genetic divergence seen here between rosette and caulescent growth is consistent with the rapid diversification of growth habits seen in different plant genera, for example *Lupinus* and *Brassica* (54). Specifically, in Brassicas human selection has established a rich variety of morphotypes, including parallel selection of compressed vegetative growth (55). In the future, it will be interesting to investigate whether differences in *ATH1* function and its interaction with GA signaling underlie changes in plant growth habit selected naturally or by humans.

## Materials and Methods

### Plant Genotypes.

Wild-type *A. thaliana* was the Columbia-0 (Col-0) accession. *ath1-3* (14) and the *global della* mutant (13) (*gai-t6*, *rga-t2*, *rgl1-1*, *rgl2-1*, *rgl3-1,* backcrossed twice into Col-0 background) were ordered from the Nottingham *Arabidopsis* Stock Centre. The *pifq* quadruple mutant (*pif1-1*, *pif3-3*, *pif4-2*, *pif5-3* in Col-0 background) (47) was kindly provided by Elena Monte, Center for Research in Agricultural Genomics, Barcelona, Spain. The *bop1-3 bop2-1* double mutant (Col background) (56) was sent by Veronique Pautot, Institut Jean-Pierre Bourgin, Paris, France; the GFP-RGA-Δ17 (57) and GFP-RGA (58) were provided by Tai-Ping Sun, Duke University, Durham, North Carolina.

To combine *ath1-3* with loss of *DELLA* or *PIF* function, *ath1-3* was crossed to *global della* or *pifq*, then backcrossed to *global della* or *pifq.* Heterozygous *ath1-3* plants in *global della* or *pifq* background were selected by PCR genotyping and selfed to produce fully homozygous plants. For genotyping, DNA was extracted as described previously (59), and PCR was performed using Q5 high fidelity Taq DNA polymerase (New England Biolabs) following the manufacturer's instructions with primers shown in Dataset S5. The genotyping was also confirmed by phenotypic analysis: *ath1-3* was tracked by defects in floral organ abscission (14), *global della* was scored based on floral organ defects, and *pifq* mutants were selected based on the short hypocotyls of dark-germinated seedlings.

### Plant Growth.

*Arabidopsis* seeds were imbibed and stratified at 4 °C for 4 d before planting on John Innes Centre *Arabidopsis* Soil Mix (Levington F2 compost with Intercept and 4-mm grit at a 6:1 ratio) in growth cabinets (Sanyo MLR-351), with ∼100 µE/m^2^ light from LED arrays (NVC Lighting; NL/18/LED/T8/4/840, 800 lm, 4,000 K), with cycles of short days (8-h light/16-h dark) or long days (16-h light/8-h dark). EOD-FR used short-day cycles, with a 15-min pulse of FR light (Rapid LED; CREE LED array, peak wavelength 730 nm, 250 µE/m^2^) at the end of an 8-h light period.

### Plasmid Construction and Transformation.

To produce *pATH1::ATH1-GFP*, 3.2 kb of the *ATH1* promoter was amplified in two fragments with primers OL278-OL279 and OL280-OL281 (Dataset S5). The *ATH1* coding sequence was ordered as a synthetic fragment (ThermoFisher Scientific, GeneArt) to remove BsaI sites. The promoter, gene, nopaline synthase (NOS) terminator, and GFP were assembled by Golden Gate cloning (60). The final *pATH1::ATH1-GFP* assembly was verified by sequencing and inserted into pPZP222 (61) for transformation of *ath1-3* using the floral-dip method (62). Sixteen independent transgenic lines were analyzed for complementation of *ath1-3* and GFP expression. For subsequent ChIP-seq experiments, a single line was selected, which fully complemented the *ath1-3* phenotype and carried one copy of the transgene, estimated by quantitative real-time PCR (iDNA Genetics).

### ChIP.

For ChIP, *pATH1:ATH1-GFP* or Col-0 controls were grown for 3 wk under short days (8-h light/16-h dark) and harvested at Zeitgeber time (ZT) 6; 2 to 3 g of seedlings were used per biological replicate, with leaves and roots were removed just before fixation. ChIP was performed as described previously (63), except that for ChIP-qPCR the IP buffer included salmon sperm (Sigma; DNA 0.5 mg/mL) and incubation with anti-GFP µMACS microbeads was for 1 h on ice. Generation of CHIP-seq libraries and analysis were as described previously (21). To screen for enriched motifs, MEME-ChIP was used in discriminative mode (https://meme-suite.org/tools/meme-chip) (20), comparing peak sequences with a 10-fold larger control set of random peaks, as described previously (21). Raw and processed ChIP-seq data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus GEO (64).

### Gene-Expression Analysis.

Plants were grown for 3 wk on one-half MS medium without sucrose (62) under the conditions described above. Fifteen to 20 seedlings were pooled per biological replicate. Total RNA was extracted using RNAeasy Qiagen plant mini extraction kit followed by DNase treatment using Turbo DNase free kit (Invitrogen). Less than or equal to 5 μg of total RNA was then reverse-transcribed using oligo(dT) (20-mer) and Super- Script IV reverse-transcriptase (Invitrogen) according to the manufacturer’s instructions. Relative expression analysis was performed on 1:10 diluted cDNA, SYBR GREEN^R^ JumpStart Taq ReadyMix (Sigma) and the primers listed in Dataset S5, using the LightCycler 480 Software (Roche; v1.5). PP2AA3 (At1g13320) was used as an internal constitutive control. Each treatment had at least four biological replicates, each of which corresponded to the average of four technical replicates. The raw data are included in Dataset S6.

### Immunoblots.

Wild-type (Landsberg-*erecta*), GFP-RGA-Δ17 (57), and GFP-RGA (58) plants were grown on GM medium with 10 μM GA or with EtOH control under short day EOD-FR for 14 d. Twenty-five seedlings per sample were used for protein extraction and immunoblotting as described previously (65), using 4 to 20% Mini-Protean TG gels (Bio-Rad) and PVDF membrane (Trans-Blot Turbo Mini, Bio-Rad); before blocking, the membranes were stained with Ponceau S to confirm equal loading. The blots were probed with rabbit anti‐GFP polyclonal antibody (AbCam ab6565, diluted 1:2,500) and Goat Anti-Rabbit IgG H&L (HRP) (Abcam ab205718, diluted 1:5,000) and bands were detected by ImageQuant LAS 500 using Clarity Western ECL Substrate (Bio-Rad). Similar results were obtained in two independent experiments, each with two biological replicates.

### Confocal Imaging.

Pseudo-Schiff propidium iodide (mPS-PI) staining were as described previously (66). GFP was imaged in cleared apices by the ClearSee method (67). For EdU labeling, 10-d-old seedlings were used. To facilitate diffusion into the rib zone, the cotyledons were cut close to the shoot apex and the seedlings were immediately incubated in direct contact with growth medium containing 10 μm EdU (Invitrogen, cat no: A10044) for 6 h. EdU detection was combined with mPS-PI staining, as described previously (66). Confocal imaging was performed with a Zeiss LSM780 microscope with (a 20×/0.75 long-working distance) objectives (0.42 × 0.42 × 0.50-μm resolution).

### Internode Measurements.

Internode elongation was measured as the distance between the base of cotyledon petioles and the base of the petioles of the second pair of true leaves in 21-d-old seedlings, or to the first pair of true leaves for seedlings grown for 14 d on plates. Distances were measured on seedling images relative to the corresponding scale images using Fiji (68).

### Statistical Analysis.

For statistical analysis and plotting graphs, functions were used from Numerical Python (https://numpy.org), Scientific Python (https://www.scipy.org), and MatPlotLib (https://matplotlib.org). For each treatment, normal distribution was tested using the Shapiro–Wilk test. Equality of means across multiple treatments and in pairwise comparisons was tested by one-way ANOVA and Welch’s *t* test, respectively. Effect sizes were measured using Cohen’s *d*-number. Power analysis was performed with the G*Power software (69), with a significance level of 0.01 and minimum power of 0.95. Raw values, descriptive statistics, *P* values, effect sizes and power analysis for the data used in each figure are listed in Dataset S4. In all figures with boxplots, boxes extend from the lower to the upper quartile, with a line marking the median, and whiskers extend to 1.5 times the interquartile range.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

Raw and processed ChIP-seq data are available at the NCBI’s Gene Expression Omnibus database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE157332) (70). All other data are available within the main text and supplementary information.

# Supplementary material for: ARABIDOPSIS THALIANA HOMEOBOX GENE 1 controls plant architecture by locally restricting environmental responses
**Source:** Proc Natl Acad Sci U S A. 2021 Apr 22;118(17):e2018615118. doi: 10.1073/pnas.2018615118
**Supplement:** Supplementary File

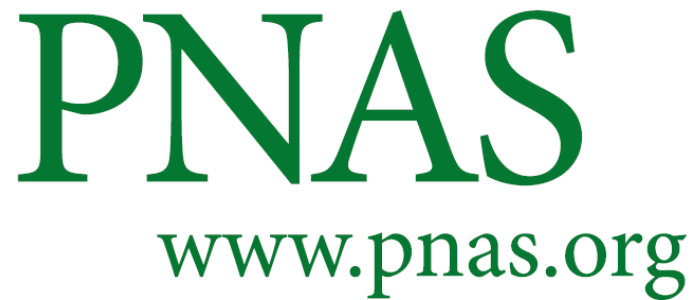

## **Supplementary Information for**

*ARABIDOPSIS THALIANA* HOMEBOX GENE 1 controls plant architecture by locally restricting environmental responses

Mahwish Ejaz, Stefano Bencivenga, Rafael Tavares, Max Bush & Robert Sablowski\*

### **This PDF file includes:**

Figures S1 to S4  
Legends for Datasets S1 to S7  
Supplementary references

### **Other supplementary materials for this manuscript include the following:**

Datasets S1 to S7

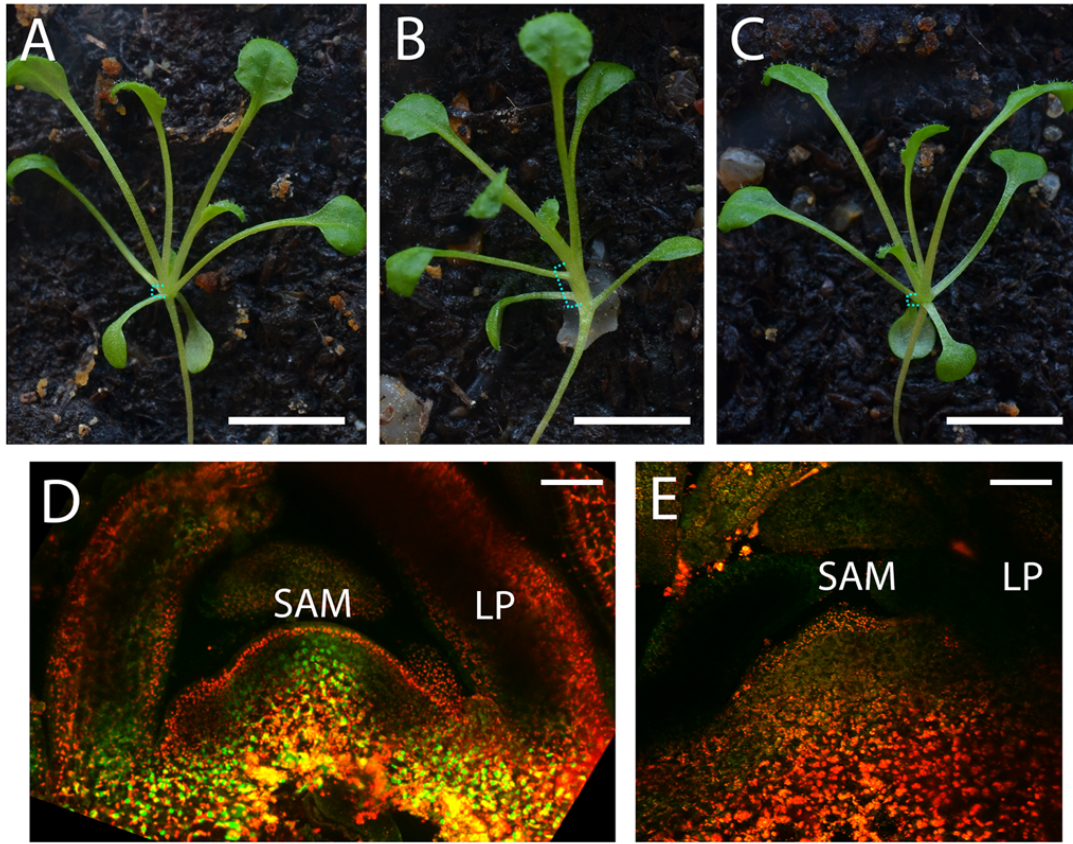

**Fig. S1.** Complementation of *ath1-3* with *pATH1::ATH1-GFP*

A-C: Wild-type Col (A), *ath1-3* (B) and *ath1-3 pATH1::ATH1-GFP* seedlings grown for 28 short days with EOD-FR treatment; compare the elongated internode in *ath1-3* with the region where internode growth is repressed in the wild type and in the complemented line (cyan brackets); bars: 5 mm. D,E: Maximum intensity projections of confocal image stacks through the apex of 21 day old *ath1-3 pATH1::ATH1-GFP* seedling (D) or the wild-type control (E); SAM and LP indicate the position of the shoot apical meristem and leaf primordia, respectively; note the expression of *pATH1::ATH1-GFP* (green signal in D) in the shoot meristem and near the base of developing leaves, against the autofluorescence background (red); scale bars: 50  $\mu$ m..

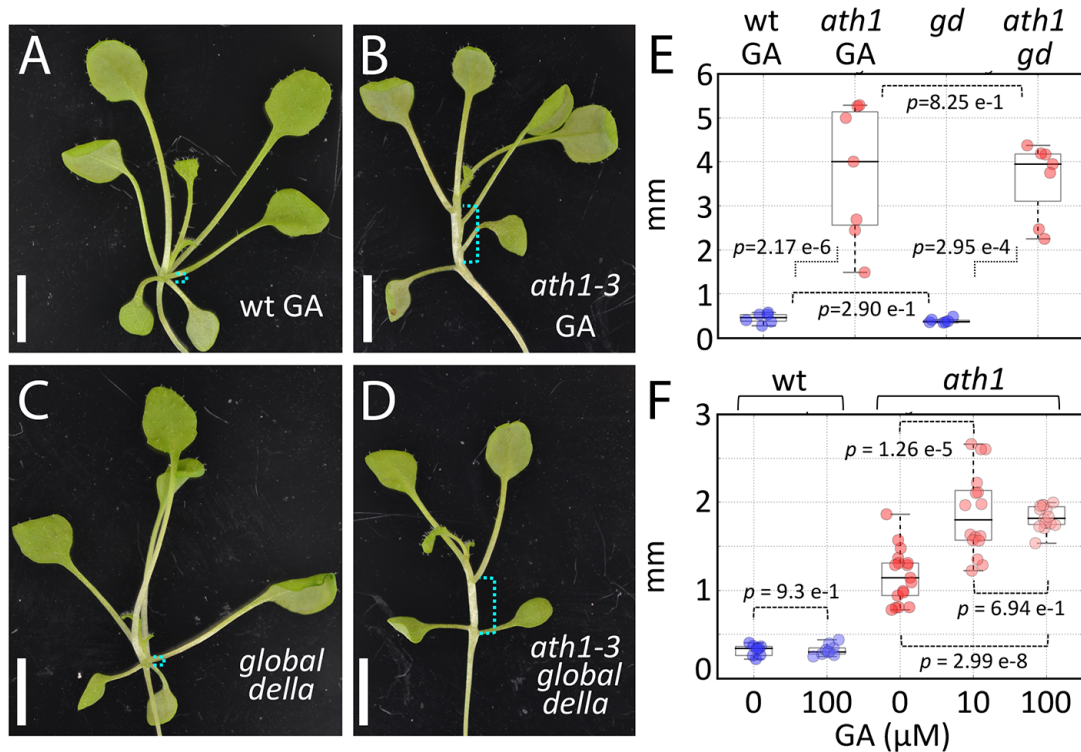

**Fig. S2.** GA treatment phenocopied the *ath1-3 global della* mutant

A-D: Representative seedlings grown for 21 days in short days supplemented with EOD-FR treatment; the wt (A) and single *ath1-3* mutant (B) were sprayed with 10  $\mu$ M GA4 every three days (A,B); the *global della* mutant (C) and the *ath1-3 global della* (*gd*) mutant (D) were not sprayed (B); cyan brackets indicate the internode regions measured in E; bars: 5 mm. E : Length of the first two internodes internode of seedlings equivalent to those in A-D; *p*-values are for Welch's *t*-test; additional statistics are shown in Supplementary Table S4. F: Length of the first two internodes internode of wild-type and *ath1-3* seedlings grown in short days without EOD-FR treatment for 21 days and sprayed every third day with the indicated concentration of GA4; *p*-values are for Welch's *t*-test; see additional statistics in Supplementary Table S4.

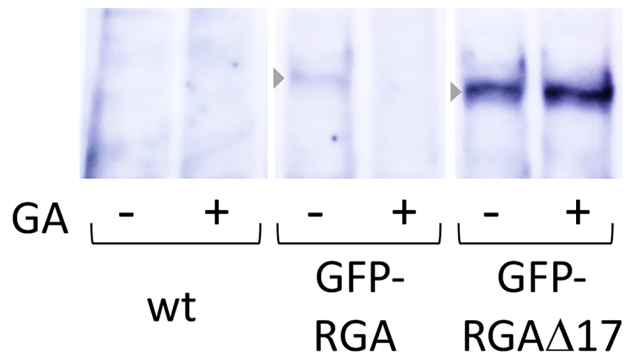

**Fig. S3.** Control experiment to confirm DELLA degradation in seedlings grown in medium with GA (as in Figure 5).

Western blot of whole protein from 21 days old seedlings grown on medium with GA4 10  $\mu$ M or without GA, probed with anti-GFP antibody; wt was *L-er*; GFP-RGA and GFP-RGA $\Delta$ 17, respectively, were transgenic lines with the *RGA1* promoter driving expression of a functional GFP-RGA fusion (1) or a GA-resistant version with the DELLA domain deleted (2); grey arrowheads indicate bands with the expected molecular size for GFP-RGA and GFP-RGA $\Delta$ 17.

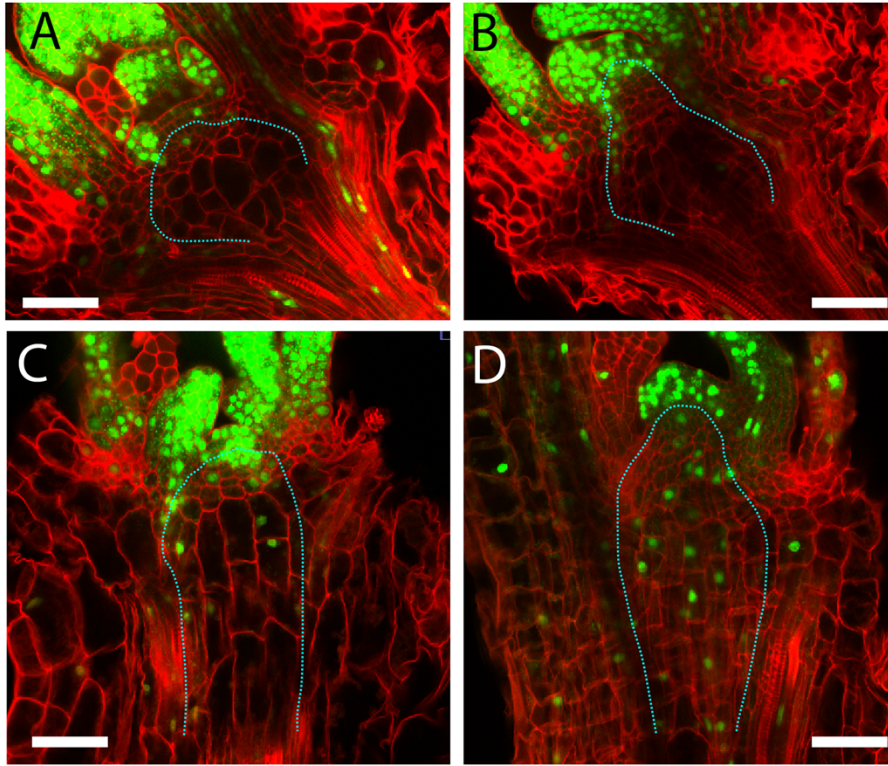

**Fig. S4.** Loss of ATH1 and DELLA function activates the vegetative rib meristem.

A-D: Optical sections through *Arabidopsis* seedlings grown for 10 short days, then labelled with EdU for 6 hours to mark cells that underwent DNA replication; cell outlines (labelled with propidium iodide) and EdU-labeled nuclei are shown in red and green, respectively; the dotted line in cyan indicates the rib meristem; A: wild-type; B: *global della* mutant; C: *ath1-3* mutant; D: *ath1-3 global della* sextuple mutant; images are representative of at least 4 biological replicates with comparable results for each genotype; bars: 50  $\mu$ m.

### **Legends for Datasets S1 to S7:**

**Dataset S1 (separate file).** List of ATH1 ChIP-seq targets.

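The average fold enrichment of each gene in the authors' deposited table, which equals that of Dataset S1 to within 3.333e-06, was compared with the peak lists. The mean over libraries of all peaks in a gene's window followed the average in the authors' deposited table with a Spearman correlation of 0.979 across the 629 genes, which are not independent replicates. The correlation moved most without ATH1-GFP replicate 1 or without replicate 2, to 0.941 in each case. With this mean over all peaks, 475 genes had the same value as in the authors' deposited table. With the highest peak per library in its place, 597 genes did. With only peaks that make up a shared region, a choice made after the values were seen, 618 genes did. The other 11 genes have a lower average in the authors' deposited table than the means of the highest peaks by either choice.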

**Dataset S2 (separate file).** GO analysis of ATH1 ChIP-seq targets (molecular function).

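Dataset S3 groups 199 terms for biological processes into 4 categories and names the target genes behind each term. In the copy used here the gene lists are complete for 110 terms and shortened for 89, and 296 genes are named at least once. The overlap between categories and the share of enriched genes that they hold were therefore not recomputed. A gene can be named under several terms.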

**Dataset S3 (separate file).** GO analysis of ATH1 ChIP-seq targets (biological process).

**Dataset S4 (separate file).** Raw data and statistical analysis for measurements of internode length.

**Dataset S5 (separate file).** Oligonucleotides used for qRT-PCR and genotyping.

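Expression of *BOP1*, *BOP2* and *PIF4* was measured by qRT-PCR as ΔCT, the number of amplification cycles of a gene minus that of the reference PP2A in the same sample, so that a higher ΔCT means less transcript. Each biological replicate is the mean of 4 wells. For *BOP1*, ΔCT was 7.23 ± 0.165 (SD, n = 5) in *ath1-3* and 5.17 ± 0.290 (SD, n = 4) in Col-0, a difference of 2.06 cycles and a mean expression 4.22-fold lower in *ath1-3*. The first *BOP1* well differed from the mean of the other wells by between −0.993 and −0.9 cycles in every Col-0 replicate, and hardly in *ath1-3*. This enlarged both values, and without the first well of every sample the difference was 1.82 cycles. For *BOP2*, ΔCT was 3.31 ± 0.206 (SD, n = 5) in *ath1-3* and 2.04 ± 0.151 (SD, n = 4) in Col-0, a difference of 1.26 cycles and a mean expression 2.39-fold lower. The genotypes did not overlap at either gene (two-sided exact permutation test, *P* = 0.00794 for each, the smallest value that 5 replicates against 4 allow). For *PIF4*, ΔCT was −1.51 ± 0.251 (SD, n = 5) in *ath1-3* and −1.52 ± 0.451 (SD, n = 4) in Col-0, a difference of 0.00825 cycles that is well within the spread between replicates (*P* = 0.984 in the same exact test). Averages on the scale of transcript amount, 2 to the power of −ΔCT, left the calls of these tests as they were.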

**Dataset S6 (separate file).** Raw RT-qPCR data and statistical analysis.

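ChIP-qPCR was run on *BOP1*, *BOP2*, *PIF4* and the negative control *Mlu* with 3 biological replicates of ATH1-GFP and 3 of Col-0, and its ΔCT is relative to input DNA, so that a lower ΔCT means more precipitated DNA. For *BOP1*, ΔCT was 12.3 ± 0.717 (SD, n = 3) in ATH1-GFP and 14.5 ± 0.317 (SD, n = 3) in Col-0, which is 4.83-fold more precipitated DNA by the means of the linear values. The corresponding ΔCT was 12.1 ± 0.431 and 15.2 ± 0.376 for *BOP2* (SD, n = 3 each; 8.87-fold), and 13.7 ± 0.651 and 15.7 ± 0.0978 for *PIF4* (SD, n = 3 each; 4.29-fold). At *Mlu* it was 14.5 ± 0.808 and 15.5 ± 0.151 (SD, n = 3 each; 2.26-fold). The genotypes did not overlap at any of the 4 loci, the control included (two-sided exact permutation test, *P* = 0.1 at each, the smallest value that 3 replicates against 3 allow). The paper's reported *P* values are 0.0210 for *BOP1*, 0.000746 for *BOP2*, 0.0916 for *PIF4* and 0.220 for *Mlu*.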

**Dataset S7 (separate file).** ChIP-qPCR raw data and statistical analysis.

### **Supplementary references**

1. A. L. Silverstone *et al.*, Repressing a repressor: Gibberellin-induced rapid reduction of the RGA protein in Arabidopsis. *Plant Cell* **13**, 1555-1565 (2001).
2. A. Dill, T. P. Sun, Synergistic derepression of gibberellin signaling by removing RGA and GAI function in Arabidopsis thaliana. *Genetics* **159**, 777-785 (2001).

How the deposited data were processed for this re-analysis (not part of the article)

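The data are ChIP-seq peak lists from 6 libraries precipitated with an antibody against GFP, 3 from *ath1-3* plants expressing ATH1-GFP from the *ATH1* promoter and 3 from wild-type plants, and a table of target genes made by the authors. The authors sequenced the libraries as single-end reads, mapped them to the *Arabidopsis* genome and called peaks in each library separately with MACS 2.0.10.20130915. According to the file headers, no control library was given, no fragment model was built, tags were extended to 300 nt, 1 tag was kept per position, the effective genome size was 90000000 and the q cutoff was 0.05. The mapping program is named only in the file headers, without its version or settings.

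The fold enrichment in the deposited peak lists is a ratio that the authors obtained with MACS from the tags piled up at the summit and the local background of the same library. The −log10 p and −log10 q values in the deposited lists were computed by the authors with MACS against that background. The score in the deposited lists is the −log10 q multiplied and rounded by MACS, and was not used. The pileup in the authors' peak tables is a signal, the number of extended tags over the summit, and is not scaled for depth. In the authors' deposited table of targets, the fold enrichment and −log10 q are averages by the authors over the ATH1-GFP libraries, and the other columns give gene windows on TAIR10 and the number of libraries with an overlapping peak. The header of the authors' deposited table gives a −log10 q cutoff of 3, a minimum overlap of 50 nt between replicates, and windows from 3000 nt upstream to 1500 nt downstream of the coding sequence. This rule alone does not describe every listed window, since 288 are shorter than these lengths together. The paper's further criterion, that no other gene lies between, may have shortened them, which was not analysed here. Because the peak lists hold only what was called, nothing was computed on reads, and the size of fold enrichment was not compared between ATH1-GFP and wild-type libraries. Only values relative to each group were correlated between them, to see whether libraries of equal number belong together.

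From the lists, peaks with a false-discovery rate below 0.001 were kept. A shared region is the stretch of at least 1 bp covered by 1 peak from each ATH1-GFP library, and a free region is a shared region that overlaps no wild-type peak at the same threshold. Free regions were assigned to the genes whose listed window they overlapped. The value of a gene is the fold enrichment of the peaks that make up its strongest free region, or its strongest shared region where none was free, as the mean and SD over the 3 libraries, and its percentile is that of the same peaks among all free regions of each library, or among all peaks of the library where so stated, averaged over libraries. Overlaps were tested on simulated data, in which 200 of 200 shared regions and 120 of 120 free regions were recovered, and checked with bedtools 2.31.1. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The loci of 620 of the 629 listed genes were found in the RefSeq table that supplied gene symbols.

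The number of peaks per library was compared between 3 ATH1-GFP and 3 wild-type libraries with a two-sided exact permutation test, whose smallest value is 0.1. *BOP1* and *BOP2* were compared with *PIF4* within each ATH1-GFP library by a two-sided exact sign-flip permutation test, whose smallest value is 0.25. The qPCR data of Datasets S6 and S7 were compared as ΔCT with two-sided exact permutation tests on biological replicates. Medians of groups of regions were compared with a permutation test of 100000 draws. Replicate numbers were not used as pairs in the main test, since neither the methods nor the peak lists link libraries of equal number. An alternative for the number of peaks per library took them as pairs.

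Depth limits the peaks that can be called. After the removal of duplicate tags, the ATH1-GFP libraries held between 10194418 and 15584829 tags and the wild-type libraries between 3450182 and 13518524. The number of replicates limits the precision of every mean, and no counting interval was computed because the lists give no counts for regions without a peak.

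The rule for the genes named was fixed before the data were examined. It covers every gene that the text or Fig. 2C names as bound by ATH1, *ATH1* itself, the other genes for DELLA proteins, *PIF1*, *PIF3* and *PIF5*, and the genes of the 5 free regions with the highest mean fold enrichment. Genes of the list that share a region with one of these are given as neighbors, and genes named outside this rule were chosen after their values were seen and are marked as such. Alternatives were a stricter false-discovery rate of 0.0001, an overlap of at least 50% of the shorter peak, peaks in at least 2 ATH1-GFP libraries, no exclusion of wild-type peaks, exclusion of every deposited wild-type peak, the center of a region in place of any overlap, other measures of a peak, and leaving out each library or replicate in turn. The sequence of the genome, the strand and the positions of coding sequences were not used here, so the positions of regions relative to transcripts and the sequence motifs were not analysed. The list of RGA targets and the enrichment of gene ontology terms were not analysed here either.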

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

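The tests on the qRT-PCR replicate were chosen only after its value was seen.

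Of the free regions, 21 lay outside every gene window in the authors' deposited table. They are ChIP-seq signal without an overlapping wild-type peak, but not all are separate from signal in listed windows. On chromosome 2, those that start at 13555807 and 13556063 had a fold enrichment of 2.87106 in ATH1-GFP replicate 1. The free region at 13556639, inside a listed window, had the same value, which points to 1 shared peak. Their mean fold enrichment had a median of 2.16 (range 1.93 to 5.21), against 2.29 for the 288 free regions inside windows, and their median length was 301 nt against 357 nt. If these regions lay near the limit of detection, their fold enrichment would be lower. The difference of the medians was −0.127 (two-sided permutation test, *P* = 0.130), so regions near the limit of detection and regions of ordinary strength cannot be told apart with 21 regions. The test also treats regions cut from the same peak as independent, which they are not. The genes beside them were not analysed here, which leaves open whether they lie too far from any coding sequence or were left out of the list for another reason. No biological explanation was tested.

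In qRT-PCR, replicate 1 of Col-0 lay far from the other Col-0 replicates for *BOP1*. The gap to the nearest replicate was 0.861 of the whole range of the 4 replicates, above the critical value of Dixon's test for 4 samples. This was the case in 1 of the 6 groups examined, and chance alone puts a share of 0.05 of groups past that value. The first well of the *BOP1* assay differed from the mean of the other wells by between −0.993 and −0.9 cycles in every Col-0 replicate, and by between −0.0533 and 0.0767 cycles in *ath1-3*. A low first well in replicate 1 does not account for the gap, since with the first well of every sample left out it was 0.862 of the range. The difference between *ath1-3* and Col-0 was then 1.82 cycles in place of 2.06 (two-sided exact permutation test, *P* = 0.00794, the smallest value that 5 replicates against 4 allow), so the low first wells, which occur in Col-0 alone, enlarged it without creating it. Why they occur in Col-0 alone was not tested. Replicate 1 had the lowest ΔCT of the Col-0 replicates for 3 of 3 genes, and the PP2A reference took 23.2 cycles in that replicate against 21.3, 22.7 and 21.5 in the others. A high cycle number of the shared reference would lower the values of all 3 genes, which are not independent because they share it. Replicate 3, with 22.7 cycles, had a ΔCT of 5.28 for *BOP1*, near the 5.30 of replicate 2, and of −1.155 for *PIF4*, the highest in Col-0. Its *BOP2* value, 1.99, was the lowest after replicate 1. The reference alone therefore does not settle the gap, and a difference between the plants of replicate 1 stays open and untested.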

How the results depend on the processing

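The alternatives chosen only after the data were seen are the overlap of at least 50 nt, the removal of wild-type peaks base by base, the same number of top peaks from every library, and the highest peak of a shared region. All others were set before the data were examined. Over 36 results, the values for counts, comparisons and qPCR kept their direction, and counts stayed within 1.5 times, in 106 cases, moved further in 4 and changed sign in 4. The 92 values for the fold enrichment of named genes are no test of stability, because a mean of 3 libraries cannot move by as much as their SD when 1 is left out, and the percentiles were compared by rank alone.

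The count of 309 free regions became 630 with peaks required in at least 2 of the 3 ATH1-GFP libraries, 721 without the exclusion of wild-type peaks, and 84 with the 356 top peaks of every library. It ranged from 312 to 531 with each library left out in turn, and the highest of these values was without ATH1-GFP replicate 3. Each of these alternatives asks for fewer libraries, leaves out the filter or enters fewer peaks, which by its construction moves the count. With a false-discovery rate below 0.0001 the count was 279, with an overlap of at least 50% of the shorter peak 291, with every deposited wild-type peak excluded 306, and with an overlap of at least 50 nt 305.

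The 436 genes with a free region ranged from 396, with the center of the region in the window, to 629, without the exclusion of wild-type peaks or with their removal base by base. Genes were drawn only from the 629 in the list, so this is the highest value possible, and without the exclusion it follows by construction. With removal base by base and a stretch of at least 50 nt left there were 548 genes. At a false-discovery rate below 0.0001 there were 398 genes, of which 390 are among the 436. With each library left out in turn the number ranged from 434 to 504, the latter without wild-type replicate 2. Of the 23 named genes in the list, 21 had a free region. At a false-discovery rate below 0.0001 there were 18, without *LAX1*, *PHYB* and *PIL1*. With the center of the region there were 19, without *LOB* and *GH3.9*, and with every deposited wild-type peak excluded there were 20, without *GH3.9*. Without wild-type replicate 2 there were 23, which adds *RGA* and *GA2ox6*, and without wild-type replicate 3 there were 22, which adds *GA2ox6*.

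The difference in peaks per library was 767 and ranged from 605 to 907 with each library left out in turn. It was 693 at a false-discovery rate below 0.0001, and 423606 nt as summed length of the peaks. With the replicate numbers as a replicate block it was again 767 (two-sided exact sign-flip permutation test, *P* = 0.25, the smallest value that 3 pairs allow). The peak lists do not show whether libraries of equal number belong together. Over the 185 regions with a peak in all 6 libraries, the fold enrichment of libraries with equal numbers, each relative to its group, had correlations of 0.41, −0.68 and −0.09. With unequal numbers they ranged from −0.66 to 0.74, the highest for ATH1-GFP replicate 3 and wild-type replicate 2. Those libraries had the most tags of their groups, so depth and a pairing cannot be told apart by these correlations. None of these tests can pass 0.05 at this number of libraries, so their values say nothing about stability.

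*BOP1* and *BOP2* stayed above *PIF4* on average under all alternatives, which were −log10 q, tags at the summit, the log2 scale, no pairing, and each library left out. With each library left out, the difference ranged from 0.759 to 0.953 for *BOP1* and from 0.463 to 1.10 for *BOP2*, lowest for both without ATH1-GFP replicate 1. The correlation of the recomputed fold enrichment with the authors' deposited table ranged from 0.941 to 0.962 with each library left out, and was 0.991 with the highest peak per library and 0.994 with the highest peak of a shared region.

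In qRT-PCR, the difference in ΔCT of *PIF4* ranged from −0.193 to 0.129 cycles with each replicate left out in turn, around a value of 0.00825, and changed sign in 4 of these cases. It stayed within the spread between replicates, so its sign carries no information. The differences of *BOP1* and *BOP2* ranged from 1.92 to 2.13 and from 1.20 to 1.35 cycles. In ChIP-qPCR they ranged from −2.38 to −1.75 for *BOP1*, −3.37 to −2.93 for *BOP2*, −2.34 to −1.69 for *PIF4* and −1.43 to −0.622 for *Mlu*.

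Other gene windows, transcripts in place of coding sequences, no rule on intervening genes, positions relative to transcripts with their alternatives, and the motif counts with theirs were not run, because the genome sequence and the positions of coding sequences were not used here. Depth limits what the lack of a wild-type peak means, since wild-type replicate 1 had 3450182 tags after filtering. Without it 312 regions were free, and without replicate 2, the deepest of the wild-type libraries, 386 were.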

Differences from the paper's values

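The removal of wild-type peaks base by base was chosen only after the values were seen. The average fold enrichment differed by more than 1.5 times for 1 of the 629 listed genes. It is AT5G64320, chosen after its values were seen, with the paper's value of 0 in Dataset S1, as in the authors' deposited table, against 2.88 here. None of the alternatives set before the data were examined closed this gap, which were the highest peak per library and leaving out ATH1-GFP replicate 1 (2.81), 2 (2.70) or 3 (3.12). No other recomputed value differed by more than 1.5 times from the paper's under the main settings. The number of candidate target genes is the paper's 629, against 436 with a free region in the listed window. Genes were drawn only from that list, so 629 is the highest number possible here. It was reached without the exclusion of wild-type peaks, by construction, since every listed window holds a shared region. It was also reached with wild-type peaks removed base by base and a gene kept while any base was left, a setting chosen after seeing the values. With a stretch of at least 50 nt left, the minimum in the header of the authors' deposited table and also chosen after seeing the values, the number was 548. Neither setting that reached 629 is a recovery of the paper's number, as 252 overlapped and 21 free regions outside every listed window were not assigned to genes here. With a false-discovery rate below 0.0001 (398 genes) and with the center of the region in place of any overlap (396 genes) the gap to the paper's number exceeded 1.5 times, and under the other alternatives set before the data were examined it did not.

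The paper names *RGA* and *GA2ox6* among the genes bound by ATH1 in all ATH1-GFP replicates and in no wild-type replicate. Here the region at *RGA* overlapped a peak of wild-type replicate 2 over 371 nt, and the regions at *GA2ox6* overlapped peaks of wild-type replicates 2 and 3. Both genes were called without the exclusion of wild-type peaks, without wild-type replicate 2, and with removal base by base, chosen after seeing the values, whether any base or a stretch of at least 50 nt had to be left. *GA2ox6* was also called without wild-type replicate 3. The paper names *BAM3* as a target, and *BAM3* has no row in the authors' deposited table. No setting here calls it, since genes were taken from the authors' deposited table.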

Other observations

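The tests chosen only after the result was seen are those on the other splits of the libraries, the accession, the removal of wild-type peaks base by base, the requirement of peaks in all wild-type libraries, the averages in the authors' deposited table, and the scales of the ChIP-qPCR tests. The same number of top peaks from every library is also an alternative chosen after the data were seen.

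The 309 free regions were set against other splits of the 6 libraries into 3 and 3. Only 1 of the 10 splits, the real one, gave as many regions. The others gave between 2 and 33, the highest for ATH1-GFP replicates 1 and 2 with wild-type replicate 2 against the rest. With 10 splits the share cannot fall below 0.1, so a split by chance and the genotype cannot be told apart by this count alone. A difference in depth, and so in the number of peaks called, is argued against as the whole cause, since with the 356 top peaks of every library the real split still gave 84 free regions and the other splits between 0 and 9. The wild-type libraries then had 21 regions of their own that no top ATH1-GFP peak overlapped. The labels name Landsberg *erecta* as the wild type, whereas the paper and the description of the series name Columbia. If the labels hold, copies of a sequence that differ between accessions could add or remove peaks. There were 0 stretches with peaks in all 3 wild-type libraries and no ATH1-GFP peak, among 196 stretches with peaks in all 3. This covers only gains in the wild type. Losses would look like binding of ATH1-GFP, and cannot be told apart from it because under these labels accession and genotype change together. Binding of ATH1-GFP stays the biological explanation, as untested against the accession.

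The second pattern is that 193 listed genes have only shared regions that overlap wild-type peaks. A filter on regions with peaks in all 3 wild-type libraries is argued against, since 28 listed genes have only such regions. A stricter threshold for wild-type peaks is argued against too, since 181 of the genes still had only overlapped regions with wild-type peaks at a false-discovery rate below 0.0001. A candidate explanation is that wild-type peaks were removed base by base and a gene was kept while any base was left. All 193 windows hold at least 1 such base. Of the overlapped regions inside listed windows, 141 of 160 hold one, against 37 of 252 outside the windows. For 70 of the genes the longest stretch left is under the 50 nt that the header of the authors' deposited table gives as the minimum width of an overlap. With that minimum applied to the stretch left, 548 of the 629 listed genes are kept, so the candidate accounts for the whole list only without it. The pattern was found and tested on the same lists, and no biological explanation was tested.

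Genes whose regions overlap wild-type peaks alone, 30.7% of the list, were counted in the terms of Dataset S3 with complete gene lists. They made up 13 of the 20 genes of response to mechanical stimulus, 10 of the 21 of respiratory burst, 5 of the 28 of pattern specification and 7 of the 27 of meristem development. Among terms picked after their values were seen, they were 11 of the 15 genes of ethylene biosynthetic process and 8 of the 9 of response to absence of light, but 2 of the 17 of MAPK cascade, 3 of the 26 of shoot system morphogenesis and 3 of the 20 of regionalization. Fisher's exact tests of these shares, per term and between sets of terms, were run and are not reported, because many gene lists of Dataset S3 are shortened in the copy used here and the terms with complete lists are only part of it. The counts are therefore given without a statement on whether terms differ.

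At *ATH1* itself, the free region is 1387 nt long, at the percentile 99.2 of the lengths of free regions, whose median is 350 nt. The transgene carries the *ATH1* promoter, so tags from it would add to the region, and the long region is in line with that. It is, however, shorter than the promoter fragment that the methods describe. Binding of ATH1 to its own promoter and an extra copy of it cannot be told apart, because no input library of the ATH1-GFP plants was used here.

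The average fold enrichment in the authors' deposited table was lower than the recomputed one for 11 genes. The genes named here from these 11 were chosen after their values were seen. For 3 of them it was lower by more than 0.1 and above 0. These are AT1G77932 and AT1G77940, with 1.37 in the authors' deposited table against 2.01, and AT5G61600, with 1.29 in the authors' deposited table against 1.90. Their shared stretches are 47 and 9 nt long. In 3 of 3 of these genes the value equals the sum over 2 libraries divided by 3, so a library without a qualifying peak may have been counted as 0. For the 7 genes at most 0.1 lower, the value equals the mean over the peaks of 1 shared region in 7 of 7, which suggests that 1 region was averaged in windows with several. AT5G64320 has 0 in the authors' deposited table against 2.88, and this was not tested. *BAM1* (AT5G65700), looked up only after *BAM3* was not found, is in the list with a free region and a mean fold enrichment of 2.24.

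In ChIP-qPCR, the paper's *P* value falls short of 0.05 for *PIF4* and passes it for *BOP1* and *BOP2*. The values of Dataset S7 for *BOP1* and *BOP2* equal an unequal-variance test on ΔCT, and those for *PIF4* and *Mlu* the same test on linear values. On ΔCT that test gives 0.0309 for *PIF4* and 0.153 for *Mlu*, and on linear values it gives 0.126 for *BOP1* and 0.0320 for *BOP2*. The different calls for *PIF4* and *BOP1* may therefore come from the scale, as 1 scale for all loci would put both on the same side of 0.05. The values per replicate did not overlap between genotypes at any of the 4 loci, the negative control included.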
